# Transcriptomic and cellular decoding of scaffolds-induced suture mesenchyme regeneration

**DOI:** 10.1038/s41368-024-00295-y

**Published:** 2024-04-23

**Authors:** Jiayi Wu, Feifei Li, Peng Yu, Changhao Yu, Chuyi Han, Yitian Wang, Fanyuan Yu, Ling Ye

**Keywords:** Regeneration, Mesenchymal stem cells

## Abstract

Precise orchestration of cell fate determination underlies the success of scaffold-based skeletal regeneration. Despite extensive studies on mineralized parenchymal tissue rebuilding, regenerating and maintaining undifferentiated mesenchyme within calvarial bone remain very challenging with limited advances yet. Current knowledge has evidenced the indispensability of rebuilding suture mesenchymal stem cell niches to avoid severe brain or even systematic damage. But to date, the absence of promising therapeutic biomaterials/scaffolds remains. The reason lies in the shortage of fundamental knowledge and methodological evidence to understand the cellular fate regulations of scaffolds. To address these issues, in this study, we systematically investigated the cellular fate determinations and transcriptomic mechanisms by distinct types of commonly used calvarial scaffolds. Our data elucidated the natural processes without scaffold transplantation and demonstrated how different scaffolds altered in vivo cellular responses. A feasible scaffold, polylactic acid electrospinning membrane (PLA), was next identified to precisely control mesenchymal ingrowth and self-renewal to rebuild non-osteogenic suture-like tissue at the defect center, meanwhile supporting proper osteointegration with defect bony edges. Especially, transcriptome analysis and cellular mechanisms underlying the well-orchestrated cell fate determination of PLA were deciphered. This study for the first time cellularly decoded the fate regulations of scaffolds in suture-bony composite defect healing, offering clinicians potential choices for regenerating such complicated injuries.

## Introduction

As fibrous connections between cranial bones, cranial sutures serve as joints enabling slight skull movements while providing a protective cushion for the brain during stressful periods.^1^ In humans, most cranial sutures, except the frontal suture, fuse between the ages of 26 and 30, with additional closure activity from the fifties to the late seventies.^2^ This suggests that complicated calvarial defects often encompass suture destruction. In such cases, the absence of sutures, which provide exclusive niches for mesenchymal stem cells (MSC)^3–9^ destroys craniofacial bone homeostasis and impairs the inherent regenerative capacity, resulting in delayed union and non-union of calvarial defects.^3,4,6,7,10^ It is reported that the speed of calvarial defect healing is inversely linked to the distance between the cranial suture and the injury site.^10^ Furthermore, the removal of both coronal and sagittal sutures results in the non-healing of parietal bone defects.^6^ Therefore, the restoration of suture mesenchyme emerges as a pivotal aspect of treating calvarial defects.

At present, cranioplasty continues to be the predominant approach targeting calvarial defects.^11–14^ Nonetheless, regardless of whether using autografts, allografts, or artificial scaffolds, the emphasis has consistently been the restoration of cranial hard tissues, neglecting the critical need for the reconstruction of suture mesenchyme. Regarding suture regeneration, investigations are conducted via the utilization of suture-containing bone flaps or MSC. After transplantation into calvarial defects, bone flaps with sutures integrate effectively, whereas those without sutures exhibit non-union and an inability to generate new periosteum, dura mater, or osteocytes.^3^ In further in vivo studies, it is observed that suture transplants maintain suture patency and facilitate ongoing ossification at the recipient site.^15–17^ Meanwhile, there is evident regeneration and even excessive growth at the donor sites, implying the prospective applicability of suture transplants.^15,16^ MSC grafting has long been established as an effective approach for calvarial defects.^4,18,19^ MSC in sutures rapidly transition into a proliferative state and migrate to the injury site in response to calvarial defects.^3,4^ Implanting suture-derived MSC into the defects significantly accelerates the bone healing process.^4^ Besides, the transplantation of MSC isolated from bone marrow into sagittal suture-bony composite defects resulted in suture-like gap formation.^20^ Notably, a recent study highlights the successful regeneration of suture-bony complex using Gli1^+^ MSC, contributing to intracranial pressure modulation, skull deformities correction, and neurocognitive function enhancement.^21^ Even so, when applied to humans, both suture transplants and MSC may encounter limitations associated with supply constraints, immune rejection, and ethical concerns.^22^

With the development of regenerative medicine and biomedical engineering, researchers are progressively drawn to tissue engineering scaffolds for their versatility and customizable properties.^23^ Noteworthy is the utilization of MSC-loaded gelatin methacryloyl hydrogel (GelMA) and polylactic acid (PLA)-co-glycolic membrane, documented for their success in osseous healing and suture regeneration.^20,21^ As for non-cell-loading scaffolds, the efficacy of polytetrafluoroethylene in achieving similar regenerative outcomes is recognized but largely unexplored beyond histological analysis, highlighting a gap in deeper mechanism studies.^24,25^ Prior studies emphasized the precise regulation of cell fate determination as the key to maintaining the physiological structure of the cranial suture-bony complex.^8,9^ For example, the imbalance between MSC proliferation and osteoblast (OB) differentiation results in pathological suture expansion or fusion.^8,26^ An absence of fundamental knowledge and methodological evidence on the scaffold’s control on cellular fate exists, hindering the development of optimal therapeutic biomaterials. Thus, our focus was directed toward the cellular responses of the scaffolds following transplantation into suture-bony composite defects. To date, numerous scaffolds of distinct types have been utilized in repairing calvarial defects including GelMA,^21,27^ porous chitosan (CTS) scaffold,^28^ and PLA electrospinning membrane.^29,30^ Despite this, a big inadequacy exists in exploring their regenerative potential on suture mesenchyme and their specific mechanisms of cellular destiny regulation.

In this study, we investigated three kinds of commonly used tissue engineering scaffolds for calvarial healing and comprehensively decoded their cellular effects on fate determination during calvarial mesenchyme regeneration. Specifically, we focused on how these biomaterials mediated the ingrowth of intrinsic cells and regulated crucial cellular processes including lineage commitment, self-renewal, stemness preservation, and signal responses.

## Results

### Study design and characterization of the candidate scaffolds

To analyze the cellular regulations of the candidate scaffolds and provide fundamental guidance for scaffold design targeting suture-bony composite defects, a series of investigations were conducted. The detailed flowchart of this study is displayed in Fig. 1a. For the characterization of candidate scaffolds, photographs depicted the general appearance in both dry and wet conditions (Fig. 1b). Scanning electron microscopy (SEM) observations showed the porous microstructures of GelMA and CTS under lyophilized conditions (Fig. 1c). In a hydrated state, GelMA formed a compact gel, whereas CTS formed a physically porous gel (Fig. 1b). Unlike these two, PLA existed in the form of electrospinning membranes (Fig. 1b, c). Energy-dispersive X-ray spectroscopy (EDS) mapping indicated that GelMA and CTS comprised C, O, and N elements, whereas PLA contained only C and O elements (Fig. 1d). The mechanical properties were assessed through frequency sweeps and cycle testing (Fig. 1e, f). Figure 1e demonstrated that the storage modulus remained consistent as the frequency increased, suggesting the formation of stable network structures in the three scaffolds,^31^ among which PLA exhibited the highest storage modulus (Fig. 1e, g). CTS displayed the most favorable performance under cyclically applied external forces, indicating its superior structural stability compared with the other two (Fig. 1f, g). For thermal stability, thermogravimetric analysis (TGA) results showed GelMA and CTS with weight reduction peaks below 100 °C (Fig. S1a). In vitro degradation tests indicated no degradation of CTS and PLA in phosphate-buffered saline (PBS) at 37 °C during the 8 weeks (Fig. S1b). Combining the findings of these two, the thermal stability order of the three scaffolds was PLA, CTS, and GelMA (Fig. 1g). As for cytotoxicity in vitro, MSC could adhere to and proliferate on the scaffolds, with the highest cell adhesion count on PLA, followed by GelMA and CTS (Fig. 1g and S2a, d). No adverse influence of scaffolds was observed on the survival of co-cultured MSC by live-dead assays (Fig. S2b, c). In terms of biosafety in vivo, measurements of rat body weight, head length, head width, cranial length, and cranial width 6 weeks post-surgery revealed no significant differences among the groups (Fig. S3a). Meanwhile, microscopic examination of histological images exhibited the absence of evident tissue harm or pathological alterations across primary organs (Fig. S3b). Moreover, blood routine and biochemical analysis were performed, revealing no substantial alterations attributable to the scaffold implantation (Fig. S3c). Collectively, these findings confirmed the excellent biocompatibility of the three scaffolds (Fig. 1g).

**Fig. 1:**
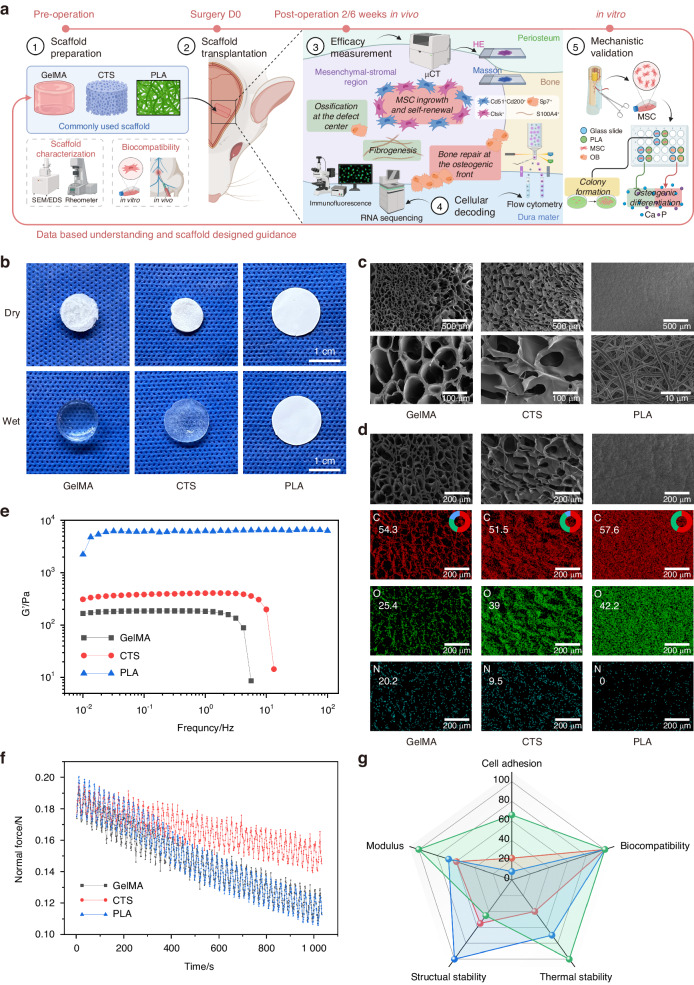
Study strategy and characterization of the candidate scaffolds. **a** The flowchart of this study (created with Biorender.com). MSC, mesenchymal stem cells; OB, osteoblasts. **b** Photographs of GelMA, CTS, and PLA in dry and wet conditions. **c** SEM displaying the microstructures of GelMA, CTS, and PLA. **d** EDS elemental mapping of carbon (C), oxygen (O), and nitrogen (N) elements in the corresponding SEM images. The pie charts and the numbers in the images display the elemental proportions. Frequency sweeps (**e**, storage modulus G’ vs frequency) and mechanical cycle testing (**f**) of GelMA, CTS, and PLA scaffolds. **g** Comprehensive performance of each scaffold. In the radar chart evaluation, multiple criteria including (relative) cell adhesion, biocompatibility, (relative) modulus, thermal stability, and (relative) mechanical stability were considered to compare the performance of each scaffold

### Phenotypic screening identified PLA as suture mesenchyme-regenerative scaffolds

To preliminarily compare the overall performance of the scaffolds in vivo, 2 × 4 mm rectangular defects were generated along the coronal sutures of rats, followed by the transplantation of scaffolds (Fig. 2a). In Sprague-Dawley (SD) rats, apart from the posterior frontal suture, all the other sutures remain open the whole life.^32^ However, concerning the current surgical model, a complete fusion of the coronal suture was observed 6 months postoperatively (Fig. S4a, b). This is consistent with the reported risk of cranial suture loss following calvarial defects,^20^ necessitating interventions to regenerate mesenchymal tissue and maintain suture patency. 6 weeks after scaffold implantation, micro-computed tomography (µCT) images and accompanying quantitative data displayed an inhibitory tendency on suture closure in PLA (Fig. 2b, c). Further histological analysis revealed persistent, undegraded GelMA and CTS components within the defects (Fig. 2f, g). Conversely, PLA displayed near-complete degradation by 6 weeks (Fig. 2f, g). Cellular infiltration was observed along the direction of PLA folds at the 2-week time point (Fig. 2d, e) accompanied by blue-stained nuclei penetrating the spinning’s interior (Fig. 2e). At 6 weeks, NC (suture-bony composite defects without scaffold implantation) and GelMA exhibited mineralized fibers and mature bone at the defect center, indicating possible suture closure risks in the future (Fig. 2g). In contrast, PLA featured abundant nascent mesenchymal tissues in the defects (Fig. 2g), suggesting capabilities to restore mesenchymal tissue and maintain suture patency. To quantify the regenerated hard tissue, 5 regions from the osteogenic front and 5 regions from the defect center of Masson’s images (Fig. 2g) were randomly selected (Fig. 6a). The statistical analysis of the total 10 regions revealed no significant differences in mineralized fibers and bone quantity among groups (Fig. 2h). However, when assessing separately, PLA exhibited a notable reduction in central ossification, while no significant distinctions were observed at the repairing forefront (Fig. 2i). Based on these animal and histological detections, PLA was preliminarily speculated to have potential in suture-mesenchyme regeneration.

**Fig. 2:**
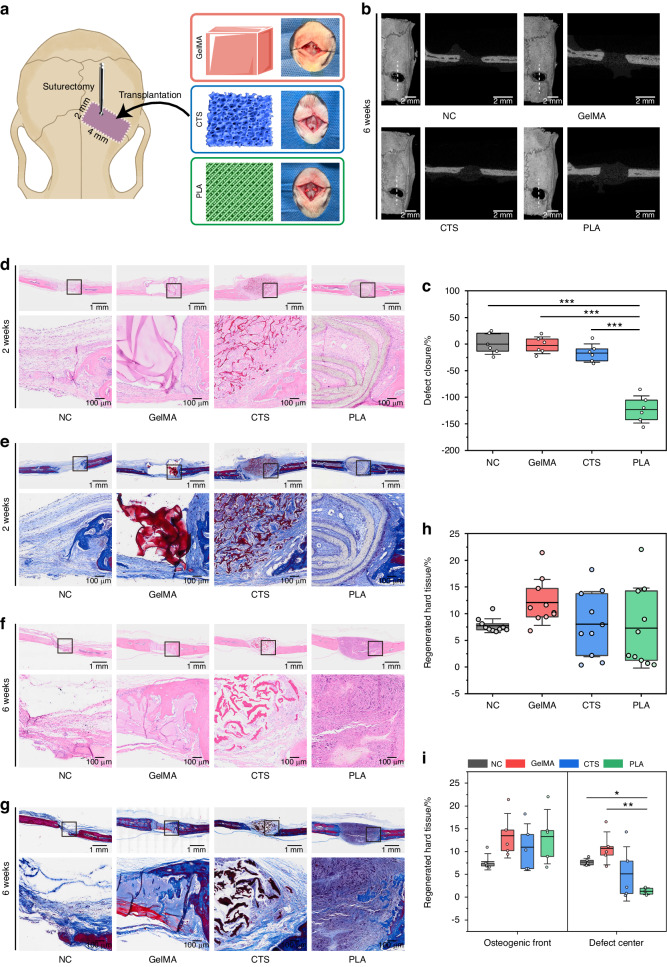
Phenotypic performance of the scaffolds at animal and histological levels. **a** Schematic illustration of a suture-bony composite defect across coronal sutures (a rectangular defect = 2 mm × 4 mm) in SD rats. **b** Representative µCT images and cross-sectional views of suture-bony composite defects 6 weeks postoperatively. The cross-sections depict the locations indicated by the white dashed lines in 3D images. **c** Quantitative analysis of defect closure 6 weeks post-surgery through µCT assessment. n = 6 replicates/group. H&E (**d**, **f**) and Masson’s trichrome staining (**e**, **g**) of suture-bony composite defects after scaffold implantation for 2 weeks (**d**, **e**) and 6 weeks (**f**, **g**). The high-magnification images are from the selected regions (black boxes) in the low-magnification images. **h**, **i** Statistical data for (**g**). Blue-stained mineralized fibers and/or mature bone were quantitively analyzed. Statistical analysis was conducted for the entire 10 randomly selected regions (**h**), followed by separate analyses for 5 osteogenic front views and 5 defect center views (**i**). NC, suture-bony composite defects without scaffold implantation. Data are expressed as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001

### Transcriptomic analysis verified the mesenchyme-regenerative capacity of PLA

To well know the efficacy of PLA in regenerating mesenchyme and inhibiting ossification at the transcriptome level, we subjected Cd45^-^ mesenchymal lineage cells, sorted from digested nascent tissue (Fig. 3a), to RNA sequencing (RNA-seq). 

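RNA-seq libraries of Cd45- cells came from tissue collected 6 weeks after surgery. There were 3 libraries each for NC (the defect without a scaffold), GelMA and CTS, and 2 for PLA. Total counts per library ran from 22509898 to 27522199 in NC (median 23989153), from 29108144 to 30587865 in GelMA (median 29540580) and from 28377088 to 31290849 in CTS (median 29081608). The PLA libraries held 30150370 and 30932534 counts. The authors trimmed reads with fastp, aligned them with HISAT2 to the rat assembly mRatBN7.2 and counted them per gene with HTSeq, without stating versions. The resulting tables give counts and FPKM for 23781 genes by symbol, without positions. Every one of the 205408 FPKM values above 0 equals count divided by gene length and library total, within a relative tolerance of 0.001. From the counts, the 18049 genes past a filter on low counts were scaled by TMM, a factor per library that offsets differences in composition. They were compared in 1 edgeR quasi-likelihood model of all 11 libraries, in which the 4 groups share their estimate of the spread because PLA has 2 libraries. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1 in size, the thresholds printed in Fig. 3b. Levels are counts scaled to a common total (CPM) after TMM, or FPKM as the authors give it, as mean ± SD with n = 3 in NC, GelMA and CTS and n = 2 in PLA. Gene lists fixed before the data were examined were tested with camera, which compares a list with all other genes. On data simulated for PLA against NC with the spread of these libraries, 200 of 18049 genes were changed. There, edgeR's test of single genes recovered 42% of 4-fold changes and 2% of 2-fold changes, with 1 false call among 45. The real PLA comparisons called more genes than this, so these shares need not carry over to them. Ptprc, which encodes Cd45, had 7446 to 44842 counts per library, a level of 1038 ± 25.3 in PLA, 988 ± 583 in NC, 1248 ± 105 in GelMA and 1164 ± 119 in CTS in CPM.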

The findings revealed significant differences among sample groups, while within-group variations were minimal (Fig. 3a and S5a–c), indicating distinct biological functions of each scaffold. 

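The 2 PLA libraries resembled each other and lay closer to GelMA than to NC or CTS. NC replicate 2 stood apart within its own group. It carried 16.9% of its counts in the fibrous collagen genes Col1a1, Col1a2 and Col3a1, against 0.824% and 2.75% in the other NC libraries. The neutrophil alarmin genes S100a8 and S100a9 took 0.565% of its counts, against 5.62% and 3.99%. Ptprc stood at 336 CPM in this library and at 1460 and 1167 CPM in the other NC libraries. S100a8 and S100a9 together held 0.578 ± 0.0266% of counts in PLA (SD, n = 2), 3.39 ± 2.58% in NC, 0.947 ± 0.436% in GelMA and 3.35 ± 0.720% in CTS (SD, n = 3 each). Mitochondrial genes held 3.33 ± 0.230% of counts in PLA, 5.52 ± 2.14% in NC, 5.04 ± 0.439% in GelMA and 6.04 ± 0.457% in CTS, shares that were not tested. Group membership accounted for 52.4% of the variance of log2 CPM (permutation test over group labels, 100000 resamples, p = 0.00021). The first and second principal components carried 30.6% and 19.4% of the variance. Pearson correlations of FPKM across genes, which are not independent replicates, were 0.997 within PLA, 0.939 to 0.996 within GelMA and 0.965 to 0.989 within CTS. Within NC they were 0.442, 0.500 and 0.993, with NC replicate 2 in the lower pair. Between groups, the median correlation was 0.410 for NC with PLA, 0.485 for CTS with PLA, 0.670 for GelMA with PLA, 0.646 for NC with GelMA and 0.956 for NC with CTS. On log2(FPKM + 1) the medians in the same order were 0.923, 0.945, 0.962, 0.945 and 0.974. Within NC the values on that scale were 0.906, 0.946 and 0.977.

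**Figure D1:**
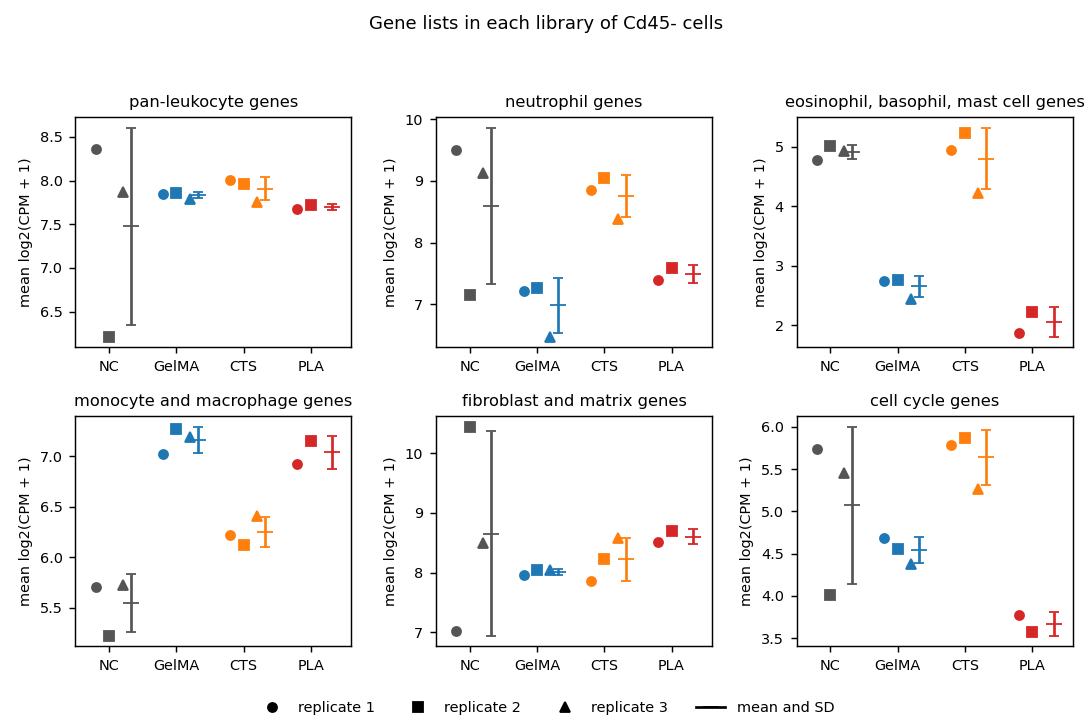
Mean log2 CPM of gene lists in each library, by group (points, libraries; bars, mean and SD; n = 3 in NC, GelMA and CTS and n = 2 in PLA). NC replicate 2 is the NC library with the lowest leukocyte mean and the highest fibroblast mean.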

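Among the genes with the largest rises in PLA were Il23a, a subunit of interleukin 23, and Saal1, which takes part in the proliferation of synovial fibroblasts. Il23a stood at 1706 ± 221 in PLA, 6.83 ± 3.84 in NC, 145 ± 91.6 in GelMA and 15.2 ± 2.18 in CTS in CPM. Saal1 stood at 3036 ± 207 in PLA, 14.8 ± 7.55 in NC, 385 ± 178 in GelMA and 22.1 ± 3.02 in CTS in CPM. The log2 fold changes of Il23a were 7.96 against NC, 3.55 against GelMA and 6.81 against CTS, with adjusted p between 6.16e-05 and 0.00400 from edgeR's quasi-likelihood test. Those of Saal1 were 7.68 against NC and 7.10 against CTS. Mtmr7, a phosphoinositide phosphatase, and Ciart, a repressor of the circadian clock, were also higher in PLA in all 3 comparisons. Among the largest falls was Epx, the eosinophil peroxidase, which was at 0.233 ± 0.0358 in PLA, 81.5 ± 54.8 in NC, 5.97 ± 2.35 in GelMA and 81.3 ± 75.2 in CTS in CPM. Its log2 fold change was −8.43 against NC (SE 1.33, adjusted p = 0.00243 from the same test) and −8.43 against CTS (SE 1.33, adjusted p = 0.00301). Against GelMA, B cell genes were among the largest falls, with Cd79b, a part of the B cell receptor, at −3.60 (SE 0.47, adjusted p = 0.00157) and Bank1, a B cell scaffold protein, at −3.12 (SE 0.44, adjusted p = 0.00226). Each call given here with its adjusted p was kept without any single library.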

The heatmap illustrated the distinctive expression pattern of differentially expressed genes (DEGs) among the groups (Fig. 3b). Of note, PLA demonstrated a significantly higher number of upregulated DEGs, with counts of 1273, 1870, and 1866 compared to NC, GelMA, and CTS, respectively (Figs.  3c and S5d). Among these upregulated DEGs, we observed a spectrum of stemness-related markers such as *Cd200*, *Itgav* (*Cd51*), *Cd44*, *Eng*, and *Thy1* (Fig. 3c),^8,33^ providing indications of PLA’s capacity for MSC recruitment. Furthermore, the FPKM (fragments per kilobase of transcript per Million mapped reads) values of genes associated with chemokines and cytokines exhibited an increase in PLA (Fig. 3c). 

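PLA had 1502 genes higher and 724 lower than NC, 832 higher and 266 lower than GelMA, and 1158 higher and 637 lower than CTS. Of these, 598 genes were higher and 58 lower in all 3 comparisons. The genes higher in all 3 included Srxn1, which reduces oxidized peroxiredoxins, with a log2 fold change of 3.53 against GelMA, and Ebi3, a subunit shared by interleukins 27 and 35, with 5.15 against NC, 3.55 against GelMA and 4.70 against CTS. The comparisons share the 2 PLA libraries. Lists of these sizes drawn independently would share 4.44 higher and 0.377 lower genes, and 20 simulations without any effect shared 0 in both directions. Simulations without an effect are not matched to lists of these sizes, so that 0 gives no reference for the overlap. PLA has too few libraries to be divided between the comparisons, so the part of the overlap that comes from the shared libraries was not separated. Among the other groups, GelMA had 908 genes higher and 580 lower than NC, CTS had 28 higher and 4 lower than NC, and CTS had 75 higher and 239 lower than GelMA. EdgeR on the 2 groups compared alone, which share no spread with the other groups, gave other counts for PLA. They were 593 higher and 31 lower against NC, 1665 and 825 against GelMA, and 1546 and 1121 against CTS. The part of this change that comes from the shared spread was not separated. With library size alone as the scaling, the median gene in PLA shifted by −0.34 against NC, by −0.54 against GelMA and by −0.48 against CTS in log2, and the share of called genes that were higher went from 67.5% to 41.3%, from 75.8% to 15.9% and from 64.5% to 23.6%. Without PLA replicate 1 there were 878 higher and 164 lower genes against NC, 366 and 38 against GelMA, and 642 and 154 against CTS, with 295 and 16 shared. Without PLA replicate 2 there were 905 and 142 against NC, 373 and 44 against GelMA, and 674 and 95 against CTS, with 302 and 10 shared. Without NC replicate 2 the lower genes against NC became 1356, those against GelMA became 1288 higher and 624 lower, the lower genes against CTS became 1111 and the shared lower genes became 234. Without NC replicate 1 there were 409 lower genes against GelMA and 91 shared lower genes. Without GelMA replicate 1, 2 or 3 there were 414, 429 or 539 higher and 66, 86 or 121 lower genes against GelMA, with 338 and 336 shared higher genes in the first and second case and 15, 16 or 21 shared lower genes. Without CTS replicate 1 or 2 there were 740 or 746 higher and 325 or 337 lower genes against CTS and 31 or 36 shared lower genes. Among the other groups, leaving out 1 GelMA library left 470 to 586 higher and 129 to 200 lower genes between GelMA and NC, while 1075, 1200 and 353 lower genes were left without NC replicates 1, 2 and 3. Between CTS and NC, 0 genes were called without any 1 GelMA library, any 1 PLA library, CTS replicate 1 or CTS replicate 3, and 2 were higher and 0 lower without NC replicate 3. There were 66 higher and 39 lower without NC replicate 1, 109 and 26 without NC replicate 2, and 129 and 3 without CTS replicate 2. Between CTS and GelMA, 222 higher and 419 lower genes were called without NC replicate 1, 671 and 604 without NC replicate 2, 2 and 1 without CTS replicate 1, and 9 and 42 without CTS replicate 2. Without 1 GelMA library 4 to 6 were higher and 23 to 46 lower, and without 1 PLA library 24 or 25 were higher and 125 or 126 lower.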

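Itgav, the integrin subunit that pairs with several beta subunits to bind matrix, rose most among the stemness markers, with log2 fold changes of 3.06 against NC, 2.83 against GelMA and 3.39 against CTS (SE 0.32 each, adjusted p = 0.000216, 0.000750 and 0.000164 from edgeR's quasi-likelihood test). Cd44, the hyaluronan receptor, was called higher than in NC and CTS. Its level was 1704 ± 29.8 in PLA, 739 ± 84.2 in NC, 902 ± 90.2 in GelMA and 834 ± 88.2 in CTS in CPM, and its log2 fold changes were 1.20 against NC, 0.92 against GelMA and 1.03 against CTS, the value against GelMA being under the fold threshold at an adjusted p of 0.0129. Cd200, a surface ligand that restrains myeloid cells, was called higher in all 3 comparisons. Eng, a co-receptor for TGF-beta, and Thy1, a surface glycoprotein of fibroblasts and T cells, had values above 0 that did not pass the test. Log2 fold changes of Eng were 1.09 against NC, 1.56 against GelMA and 1.29 against CTS, with adjusted p of 0.158, 0.0737 and 0.108. Those of Thy1 were 1.26 against NC, 1.39 against GelMA and 1.29 against CTS, with adjusted p of 0.0570, 0.0550 and 0.0559. Of 20 markers of skeletal stem and progenitor cells, 5 were higher and 2 lower than in NC (6 and 2 when adjusted over the list alone), 4 higher and 0 lower than in GelMA (6 and 0), and 5 higher and 1 lower than in CTS (9 and 2). The list holds the 5 markers named in the paper, which is not independent evidence of its direction. Six2, a transcription factor of craniofacial progenitors, was among those lower than in NC, at −3.72 (SE 0.59, adjusted p = 0.00250). The list as a whole was higher by camera at adjusted p = 0.0403, 0.00215 and 0.000861, and at adjusted p = 0.590, 0.456 and 0.408 with an estimated correlation. By fgsea, another test of lists, it passed against GelMA alone (adjusted p = 0.108, 0.00819 and 0.0578 against NC, GelMA and CTS). Pericyte and smooth muscle genes, 1 of them shared with this list, were also higher by camera (adjusted p = 0.00815, 0.00112 and 0.00142). With an estimated correlation theirs were 0.526, 0.456 and 0.484. Of 12 pericyte and smooth muscle genes, 4 were called higher than in NC, 2 than in GelMA and 2 than in CTS. Both lists thus rose at the preset correlation of camera, and neither was called with an estimated one. Without NC replicate 2, Eng passed in all 3 comparisons (adjusted p = 0.0318, 0.0273 and 0.0477), as did Thy1 (0.00110, 0.00320 and 0.00355), and without NC replicate 1 Eng passed against GelMA (0.0405) and Thy1 against GelMA and CTS (0.00955 and 0.00913). The log2 fold change of Cd44 against CTS went under the threshold without NC replicate 3, any GelMA replicate, CTS replicate 1 or CTS replicate 3, with adjusted p from 0.0114 to 0.0299. From the markers among the higher genes, the paper proposes that PLA recruits MSCs. It also rests this on staining of Cd51 and Cd200, which was not analysed here. Which cells carried the rises of these markers was not tested, and leukocyte transcripts were present in every library. Of 19 monocyte and macrophage genes, 10 were higher and 0 lower than in NC, 2 and 2 against GelMA, and 6 and 0 against CTS.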

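Cxcl2, a chemokine that draws neutrophils, had the highest FPKM of the cytokine and chemokine genes named here, at 12403 ± 355 in PLA, 453 ± 259 in NC, 2018 ± 515 in GelMA and 900 ± 203 in CTS. Ccl3, a chemokine for monocytes and lymphocytes, stood at 7953 ± 29.9 in PLA, 339 ± 229 in NC, 1176 ± 320 in GelMA and 468 ± 114 in CTS in FPKM. Il1a, an alarmin of the interleukin 1 family, stood at 665 ± 32.3 in PLA, 12.8 ± 5.06 in NC, 188 ± 45.9 in GelMA and 43.7 ± 5.12 in CTS, and Tnf, the inflammatory cytokine of NF-κB signaling, at 370 ± 63.0 in PLA, 6.98 ± 2.58 in NC, 83.4 ± 37.5 in GelMA and 21.1 ± 11.7 in CTS. All 4 genes were called higher in PLA in each of the 3 comparisons. In counts, the log2 fold changes of Cxcl2 were 5.18 against NC, 3.16 against GelMA and 4.26 against CTS (adjusted p = 8.97e-05, 0.00208 and 0.000284 from edgeR's quasi-likelihood test). Those of Ccl3 were 4.97 against NC, 3.29 against GelMA and 4.57 against CTS. Log2 fold changes of Il1a were 6.08 against NC, 2.35 against GelMA and 4.41 against CTS, and those of Tnf were 6.08 against NC, 2.69 against GelMA and 4.61 against CTS. These differences were larger than the spread between replicates, with both PLA libraries above every library of the other groups for all 4 genes. The call of Tnf against GelMA was lost without PLA replicate 2 (adjusted p = 0.0656).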

Concurrently, chemokine/cytokine activity and cytokine-cytokine receptor interaction emerged as top up-enrichment GO (Gene Ontology) terms and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway for PLA (Fig. 3d, f). 

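Cytokine genes and the genes of cytokine and chemokine receptors were higher in PLA than in NC and CTS, tested as lists with a preset and with an estimated correlation. Against GelMA they were higher with the preset correlation alone (adjusted p = 0.122 for cytokines and 0.314 for receptors with an estimated correlation). Chemokine genes were higher than in NC and CTS with the preset correlation alone (adjusted p = 0.131 and 0.321 with an estimated correlation). Of 44 cytokine genes tested, 19 were higher and 1 lower than in NC (19 and 1 when adjusted over the list alone), 14 higher and 1 lower than in GelMA (16 and 1), and 18 higher and 1 lower than in CTS (21 and 1). The higher ones included Il19, a cytokine of the interleukin 10 family, with log2 fold changes of 4.21 against NC, 3.66 against GelMA and 5.43 against CTS, and Csf3, the growth factor of neutrophils, with 5.13 against NC, 2.28 against GelMA and 5.00 against CTS. Of 31 chemokine genes, 13 were higher and 0 lower than in NC (14 and 1 when adjusted over the list alone), 5 higher and 1 lower than in GelMA (7 and 2), and 8 higher and 0 lower than in CTS (8 and 1), among them Cxcl3, a neutrophil chemokine, with 4.77 against NC, 2.89 against GelMA and 5.65 against CTS. Of 51 receptor genes, 26 were higher and 0 lower than in NC (27 and 1 when adjusted over the list alone), 10 and 2 against GelMA (10 and 3), and 17 and 1 against CTS (23 and 1). Tnfrsf1b, a receptor of Tnf, had 3.43 against NC, 2.44 against GelMA and 3.06 against CTS. These lists hold genes that the paper shows in Fig. 3e and 3g, which is not independent evidence of their direction. Camera gave adjusted p = 1.71e-17, 4.12e-08 and 2.17e-16 for cytokines against NC, GelMA and CTS, 3.54e-07, 0.207 and 0.000923 for chemokines, and 2.12e-16, 0.000240 and 1.97e-10 for receptors. The cytokine calls against NC and CTS held, at adjusted p = 0.0225 and 0.0249 with an estimated correlation, as did the receptor calls, at 0.0174 and 0.0443. Against GelMA the median log2 fold change of the chemokines was −0.11 while the test pointed upward, and its adjusted p became 0.0309 without NC replicate 2. Median log2 fold changes of the cytokines were 1.49 against NC, 0.72 against GelMA (0.77 with genes without counts at their bound) and 1.65 against CTS. Beside these lists, 10 of 19 monocyte and macrophage genes were higher in PLA than in NC, 2 were higher and 2 lower than in GelMA, and 6 were higher than in CTS. Of 18 neutrophil genes, 3 were higher and 8 lower than in NC, 2 higher than in GelMA, and 3 higher and 7 lower than in CTS. Of 17 T and NK cell genes, 13 were higher and 1 lower than in NC, 4 lower than in GelMA and 3 higher than in CTS. Of 19 genes of handling stress, 5 were higher than in NC, 5 than in GelMA and 8 than in CTS. Camera gave adjusted p = 0.000159, 5.61e-07 and 1.21e-07 for them, or 0.459, 0.456 and 0.321 with an estimated correlation.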

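Of the 19 chemokine and cytokine genes printed in Fig. 3e, 19 were called higher in PLA than in NC, 16 than in GelMA and 19 than in CTS. Of the 28 genes of Fig. 3g, 28, 23 and 28 were called higher in these comparisons, and 16 and 23 genes passed in all 3. The study chose both lists on these libraries, so these counts are not independent evidence. Mif, macrophage migration inhibitory factor, had log2 fold changes of 2.44 against NC, 1.57 against GelMA and 2.08 against CTS. Edn1, the vasoconstrictor peptide endothelin 1, had 3.22 against NC, 3.31 against GelMA and 3.95 against CTS. The decoy receptor Il1r2 had 1.78 against NC, 1.67 against GelMA and 1.91 against CTS, and Ccr1l1, a chemokine receptor, had 4.80 against NC, 3.60 against GelMA and 2.82 against CTS. Il10rb, a receptor subunit of interleukin 10, had 2.35 against NC, 1.79 against GelMA and 2.40 against CTS. Adjusted p of these 5 genes lay under 0.05 in every comparison by edgeR's quasi-likelihood test. Against GelMA, Cxcl1, a neutrophil chemokine, had a log2 fold change of 1.60 (adjusted p = 0.0898), Cxcl6, another, had 0.97 (adjusted p = 0.493), and Gdf15, a stress-induced member of the TGF-beta family, had 1.87 (adjusted p = 0.0551). The receptors Csf3r and Xcr1 had 1.14 and 1.25 against GelMA (adjusted p = 0.146 and 0.183). Without PLA replicate 1 or PLA replicate 2, the number of genes passing in all 3 comparisons was 10 in either case for Fig. 3e and 15 in either case for Fig. 3g.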

19 upregulated DEGs in chemokine/cytokine activity (Fig. 3e) and 28 upregulated DEGs in cytokine-cytokine receptor interaction (Fig. 3g) were identified in all three comparisons (PLA-vs-NC, PLA-vs-GelMA, and PLA-vs-CTS), highlighting the pivotal role of PLA in establishing a microenvironment for cell communication mediated by chemokines and cytokines, thereby contributing to the active mesenchyme regeneration.

**Fig. 3:**
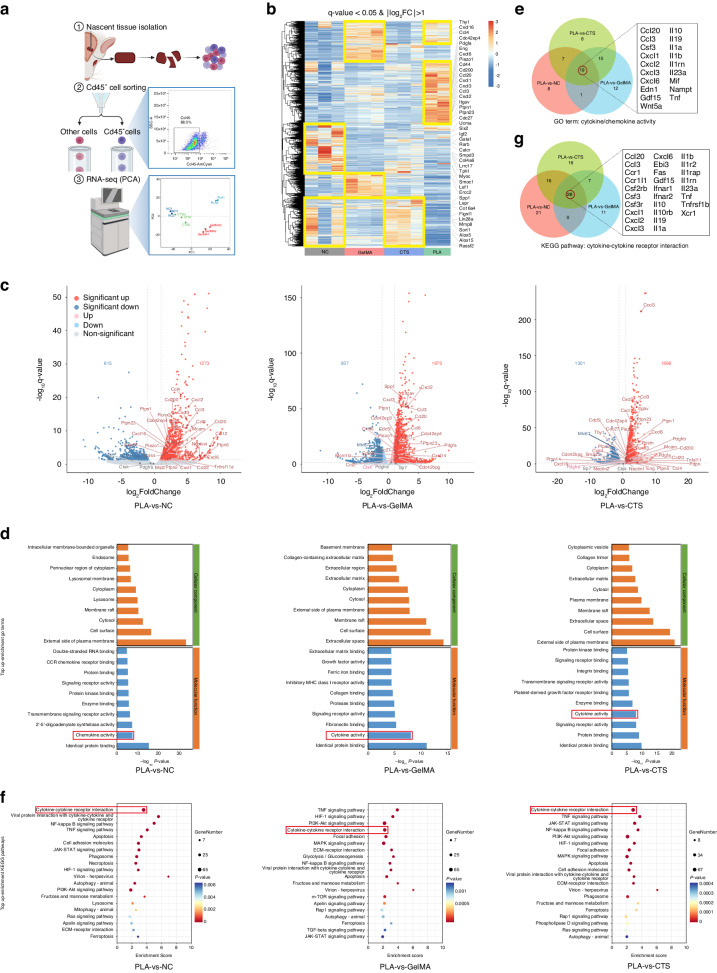
Transcriptome analysis of scaffold-mediated MSC recruitment. **a** Workflow of the RNA-Seq experiment with three major steps: nascent tissue isolation, Cd45^-^ cell sorting (Gating strategy of FCM for Cd45^-^ cells), and RNA-seq analysis (PCA, Principal component analysis). **b** Heatmap analysis of DEGs. **c** Volcano plot illustrating the DEGs in PLA compared with NC, GelMA, and CTS, respectively. The upregulated DEGs and other genes of interest are labeled. **d** The top 20 up-enrichment GO terms of cellular component and molecular function in the PLA group compared with NC, GelMA, and CTS groups. **e** Venn diagram displaying common upregulated DEGs in chemokine/cytokine activity (GO:0008009 and GO:0005125) of the three comparisons (PLA-vs-NC, PLA-vs-GelMA, and PLA-vs-CTS). **f** The top 15 up-enrichment KEGG pathways in the PLA group compared with NC, GelMA, and CTS groups. **g** Venn diagram illustrating common upregulated DEGs in cytokine-cytokine receptor interaction (rno04060) of the three comparisons (PLA-vs-NC, PLA-vs-GelMA, and PLA-vs-CTS). NC, suture-bony composite defects without scaffold implantation

As for tissue ossification, GO enrichment was applied to assess the function of downregulated DEGs related to sclerotization (Fig. S5e). 

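Of 30 genes whose labels can be read in Fig. S5e, 20 were called lower in PLA than in NC, 1 lower than in GelMA and 10 lower than in CTS, and 0 were called higher. The study chose these genes on these libraries, so the counts are not independent evidence. Of 15 eosinophil, basophil and mast cell genes, 12 were lower than in NC, 1 than in GelMA and 10 than in CTS, and 0 were higher. Of 18 neutrophil genes, 8 were lower and 3 higher than in NC, 0 and 2 against GelMA, and 7 and 3 against CTS. Which cells carried the falls of the Fig. S5e genes was not tested. Igf2, a growth factor of bone and other tissues, stood at 17.9 ± 7.32 in PLA, 161 ± 74.6 in NC, 18.2 ± 10.5 in GelMA and 45.3 ± 11.5 in CTS in CPM, with a log2 fold change of −3.17 against NC (SE 0.58, adjusted p = 0.00566 from edgeR's quasi-likelihood test). Mmp8, the collagenase of neutrophils, stood at 230 ± 31.8 in PLA, 1939 ± 1321 in NC, 301 ± 148 in GelMA and 1891 ± 459 in CTS, with −3.07 against NC (SE 0.73, adjusted p = 0.0190) and −3.04 against CTS (SE 0.73, adjusted p = 0.0223). Chad, a cartilage matrix protein, had −5.19 against NC (SE 1.03, adjusted p = 0.00801). Gata1, a transcription factor of erythroid cells, eosinophils and mast cells, had 0 counts in both PLA libraries. With a floor of 3 counts over the group it was at least 26.6-fold lower than in NC, a bound that covers counting error alone. Without PLA replicate 1 the calls against NC ended for Igf2 (adjusted p = 0.0703), Mmp8 (0.142) and Gata1 (0.103), and without PLA replicate 2 for Mmp8 (0.120), Chad (0.0601) and Gata1 (0.104). The call of Mmp8 against CTS ended without CTS replicate 1 (0.0570), CTS replicate 2 (0.0532), PLA replicate 1 (0.163) or PLA replicate 2 (0.138).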

Comparative analysis with NC revealed a downregulation in biological processes such as ossification, bone growth, endochondral bone growth, and bone morphogenesis in PLA (Fig. 4a). 

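Bone genes moved both ways between PLA and NC. Spp1, which encodes osteopontin and is made by osteoblasts and macrophages, rose from 26.1 ± 15.9 to 755 ± 10.6 CPM (log2 fold change 4.85, SE 0.68, adjusted p = 0.00117 from edgeR's quasi-likelihood test). Fam20c, a kinase of secreted bone proteins, rose from 7.00 ± 2.19 to 38.9 ± 7.78 CPM (log2 fold change 2.47, SE 0.44, adjusted p = 0.00464). Smpd3, a sphingomyelinase needed for bone mineralization, fell from 140 ± 190 to 7.64 ± 1.80 CPM (log2 fold change −4.20, SE 1.18, adjusted p = 0.0379). Of 31 osteoblast and bone matrix genes tested, 3 were higher, 1 was lower and 27 did not pass the test (3 and 1 when adjusted over the list alone). Their median log2 fold change was −0.73, and camera gave adjusted p = 0.944. Col1a1, the main collagen of bone and fibrous tissue, had −1.45 (adjusted p = 0.352), Ibsp, bone sialoprotein, −1.62 (adjusted p = 0.225), and Phex, a peptidase of osteoblasts and osteocytes, −3.33 (adjusted p = 0.167). Alpl, the alkaline phosphatase of mineralizing cells, had −0.44 (adjusted p = 0.709), and Runx2, the early transcription factor of osteoblasts, had 0.80 (adjusted p = 0.0134), under the fold threshold. The negative median of the list and the negative value of Col1a1 rested on NC replicate 2. Without that library the median was 0.49 and Col1a1 had 0.69 (adjusted p = 0.242), while Ibsp, Phex and Alpl had −1.96, −2.65 and −0.91 (adjusted p = 0.144, 0.260 and 0.204). Of 15 cartilage genes, 0 were higher and 1, Chad, was lower, with a median of −1.83 and adjusted p = 0.0427 by camera, or adjusted p = 0.378 with an estimated correlation. The call of Smpd3 ended without any 1 GelMA library (adjusted p = 0.0543 to 0.0579), any 1 CTS library (0.0505 to 0.0550), PLA replicate 1 (0.181) or PLA replicate 2 (0.221). Spp1, Fam20c, Smpd3 and Chad moved the same way in GelMA against NC, so their changes against NC were not specific to PLA. Their log2 fold changes there were 2.81, 2.50, −4.11 and −3.84 (adjusted p = 0.0170, 0.00536, 0.0273 and 0.0139 from edgeR's quasi-likelihood test).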

The consistent downregulation of ossification by PLA, in comparison with other scaffolds, demonstrated a decrease in OB proliferation compared to GelMA and a reduction in OB proliferation and differentiation compared to CTS (Fig. 4a). Additionally, 6 downregulated DEGs associated with sclerotization were uncovered in all three comparisons (PLA-vs-NC, PLA-vs-GelMA, and PLA-vs-CTS). 

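Top2a and Mki67, genes of proliferating cells of any type, were lower in PLA than in CTS. Top2a stood at 25.7 ± 3.52 in PLA, 134 ± 70.6 in NC, 67.0 ± 11.7 in GelMA and 202 ± 56.6 in CTS in CPM, and Mki67 at 36.8 ± 4.37 in PLA, 178 ± 106 in NC, 101 ± 13.3 in GelMA and 237 ± 54.5 in CTS. Against CTS their log2 fold changes were −2.97 (SE 0.49, adjusted p = 0.00357 from edgeR's quasi-likelihood test) and −2.68 (SE 0.52, adjusted p = 0.00864). Against GelMA, Mki67 had −1.46 and did not pass the test (adjusted p = 0.0949). Of 23 cell cycle genes, 20 were lower than in CTS (21 when adjusted over the list alone), with a median log2 fold change of −2.34. Against GelMA edgeR called 0 of them lower (5 when adjusted over the list alone), with a median of −1.01. Camera placed the list lower in both comparisons, at adjusted p = 4.04e-05 against GelMA and 8.7e-16 against CTS, or at adjusted p = 0.537 and 0.301 with an estimated correlation. Of 18 neutrophil genes, 3 were higher and 7 lower than in CTS, with a median of −2.32, and 2 were higher and 0 lower than in GelMA. Which cells carried the fall of the cell cycle genes was not tested. Of 31 osteoblast and bone matrix genes, 1 was higher and 0 lower in PLA than in GelMA, with a median of 0.71, and 1 was higher and 0 lower than in CTS, with a median of 0.14 and a mean of −0.04. Adjusted over the list alone, 0 were called against GelMA and 1 was higher against CTS. Camera gave adjusted p = 0.0396 upward against GelMA, or adjusted p = 0.456 with an estimated correlation, and 0.535 against CTS, where median, mean and test differ in sign. Sp7, the osteoblast transcription factor osterix, had log2 fold changes of 1.16 and −0.97 against GelMA and CTS (adjusted p = 0.752 and 0.787). The osteoblast result against GelMA had adjusted p = 0.0571 without NC replicate 2, 0.0577 without GelMA replicate 3, 0.0628 without PLA replicate 1 and 0.0506 without PLA replicate 2. The call of Mki67 against CTS ended without PLA replicate 1 (0.0745) or PLA replicate 2 (0.0949) and that of Top2a without PLA replicate 2 (0.0540), while Mki67 passed against GelMA without NC replicate 2 (0.000813).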

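Fignl1, an AAA ATPase involved in homologous recombination, was lower in PLA in all 3 comparisons. It had 2 counts over both PLA libraries, which is 75.6 times lower than in NC (95% counting interval 20.7 to 628), 32.1 times lower than in GelMA (95% counting interval 8.71 to 267) and 119 times lower than in CTS (95% counting interval 32.9 to 989), intervals that cover counting error alone. Alox15 and Alox5, lipoxygenases of eosinophils and other leukocytes, were lower than in NC and CTS. Alox15 stood at 0.700 ± 0.286 in PLA, 13.1 ± 9.90 in NC, 2.22 ± 0.429 in GelMA and 12.9 ± 5.87 in CTS in CPM, and Alox5 at 14.0 ± 4.15 in PLA, 146 ± 95.7 in NC, 38.0 ± 17.8 in GelMA and 116 ± 36.8 in CTS. Smoc1, a secreted matricellular protein, stood at 2.52 ± 2.27 in PLA, 29.6 ± 9.32 in NC, 7.60 ± 2.14 in GelMA and 14.8 ± 1.37 in CTS and Rarb, a retinoic acid receptor, at 1.13 ± 0.655 in PLA, 6.50 ± 2.81 in NC, 3.42 ± 0.947 in GelMA and 3.87 ± 0.853 in CTS. Col4a6, a basement membrane collagen, had 1 count in PLA, which is 474 times lower than in NC (95% counting interval 84.9 to 18765) and 98.2 times lower than in CTS (95% counting interval 17.4 to 3899). All 6 genes were called lower than in NC, 5 lower than in CTS and 1 lower than in GelMA by edgeR's quasi-likelihood test. The study chose them on these libraries, so the counts are not independent evidence. Log2 fold changes of Alox15 were −4.22 against NC, −1.66 against GelMA and −4.20 against CTS (adjusted p = 0.0145, 0.267 and 0.0166). Those of Alox5 were −3.38 against NC, −1.44 against GelMA and −3.05 against CTS (adjusted p = 0.0118, 0.204 and 0.0194). Smoc1 had −3.56 against NC, −1.59 against GelMA and −2.56 against CTS (adjusted p = 0.00285, 0.0913 and 0.0140), and Rarb −2.52 against NC, −1.60 against GelMA and −1.78 against CTS (adjusted p = 0.0136, 0.0929 and 0.0544). Of 15 eosinophil, basophil and mast cell genes, one of them Alox15, 12 were lower in PLA than in NC, 1 than in GelMA and 10 than in CTS. The number of the 6 genes lower in all 3 comparisons was 3 without NC replicate 2, and 0 without GelMA replicate 1, 2 or 3, CTS replicate 1 or PLA replicate 1. Against NC, calls ended without PLA replicate 1 for Alox15 (adjusted p = 0.126), Alox5 (0.111), Rarb (0.117) and Col4a6 (0.0904), and without PLA replicate 2 for Alox15 (0.0876), Alox5 (0.0749), Fignl1 (0.0742) and Col4a6 (0.0714). Against CTS, they ended without PLA replicate 1 for Alox15 (0.143), Alox5 (0.159), Smoc1 (0.0525) and Col4a6 (0.216), without PLA replicate 2 for Alox15 (0.102), Alox5 (0.107), Fignl1 (0.0613) and Col4a6 (0.160), without CTS replicate 2 for Alox5 (0.0515), and without GelMA replicate 2 or any CTS library for Col4a6 (0.0547 to 0.0666). Rarb passed against CTS without any 1 NC library (0.0329 to 0.0411). Against GelMA, the call of Fignl1 ended without any GelMA library (0.0682 to 0.0818), CTS replicate 1 (0.0531), PLA replicate 1 (0.104) or PLA replicate 2 (0.202), while Alox15 (0.0336) and Col4a6 (0.0292) passed without NC replicate 2 and Smoc1 (0.0187) without PLA replicate 2.

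**Figure D2:**
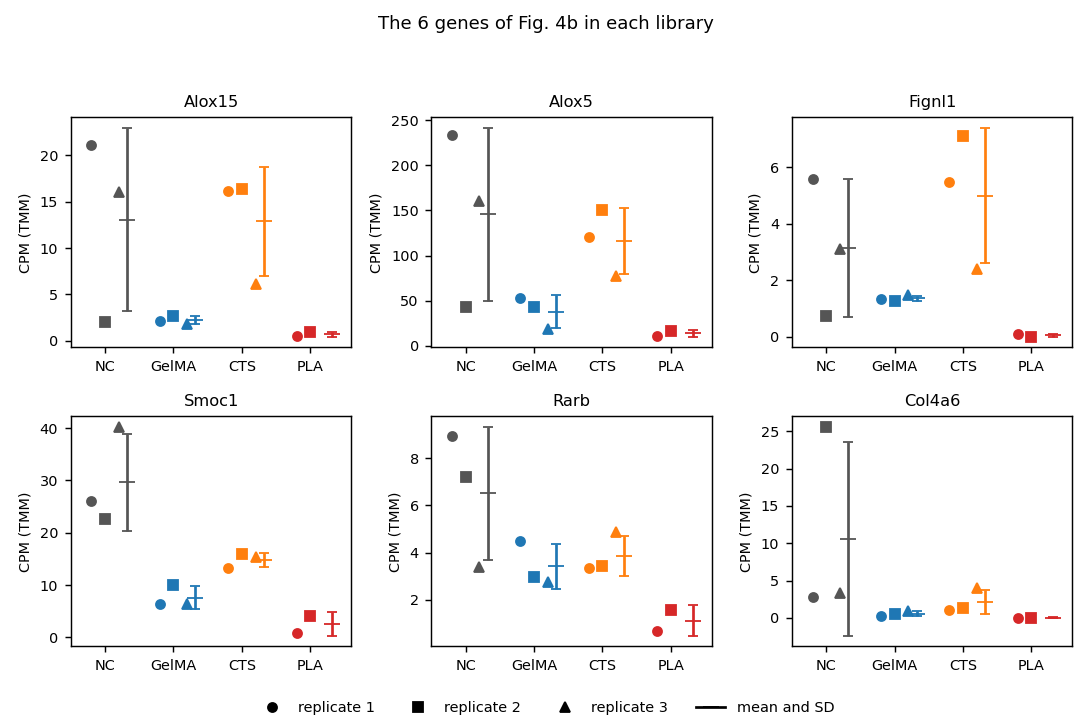
CPM of the 6 genes of Fig. 4b in each library, by group (points, libraries; bars, mean and SD; n = 3 in NC, GelMA and CTS and n = 2 in PLA). PLA lies lowest on average for each gene.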

All these align with the observed phenotype of inhibited diffuse ossification in the center of suture-bony composite defects implanted with PLA.

**Fig. 4:**
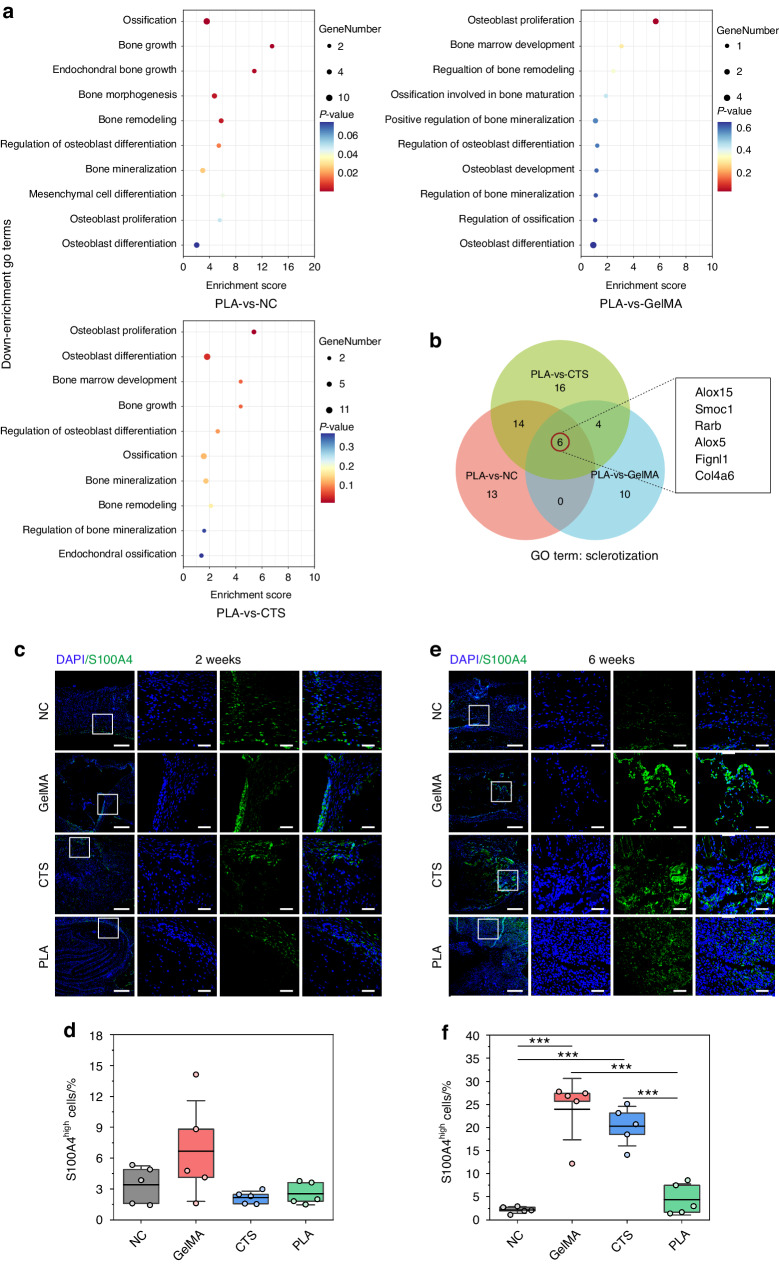
Transcriptome analysis of ossification and cellular decoding on fibrogenesis. **a** The down-enrichment GO terms related to ossification in the PLA group compared with NC, GelMA, and CTS groups. **b** Venn diagram of common downregulated DEGs associated with sclerotization in the three comparisons (PLA-vs-NC, PLA-vs-GelMA, and PLA-vs-CTS). IF images of fibroblast marker S100A4 (in green) in defect regions at 2 weeks (**c**) and 6 weeks (**e**) post-surgery. The high-magnification images are from the selected regions (white boxes) in the low-magnification images. Scar bar, 250 μm in low magnification and 50 μm in high magnification. **d**, **f** Statistical data for (**c**, **e**), respectively. NC, suture-bony composite defect without scaffold implantation. Data are expressed as mean ± SD. **P < 0.01; ***P < 0.001

### Cellular decoding indicated no inductive fibrogenesis by PLA in suture-bony composite defects

Fibrosis, defined as the excessive accumulation of extracellular matrix components, signifies an adverse outcome of various organ injuries such as the heart, lung, skin, liver, kidney, and bone.^34,35^ Scaffold implantation may trigger fibrogenesis at the interface, impeding tissue integration and causing permanent scar restoration.^36^ To eliminate this problem, we employed immunofluorescence (IF) staining with S100A4, a distinctive fibroblast marker commonly employed to monitor tissue fibrosis,^37^ on tissue sections. The findings revealed that the restorative process of NC did not inherently generate substantial fibrous tissue (Fig. 4c–f). At 2 weeks post-surgery, only limited fibrous tissue was observed within the defects of each group (Fig. 4c, d). However, by 6 weeks, improper scaffolds like GelMA and CTS significantly triggered fibrogenesis (Fig. 4e, f). Unlike these two, PLA did not induce the formation of fibrotic mesenchymal tissue, with no significant difference in the proportion of S100A4^high^ cells compared to NC (Fig. 4e, f).

### Cellular decoding displayed enhanced MSC ingrowth and self-renewal by PLA

Subsequently, we examined whether cells preserved within the defects expressed mesenchymal stem and progenitor cell markers. As depicted in Fig. 5, NC exhibited restricted MSC ingrowth and maintenance at both 2-week and 6-week time points. Additionally, the efficacy of GelMA and CTS in attracting MSC is not satisfactory either (Fig. 5). Whereas, PLA recruited a significantly higher number of Cd51^+^Cd200^+^ skeletal stem/progenitor cells 2 weeks post-operation (Fig. 5a, b). These cells migrated towards the defect center following the coiling direction of PLA and were also observed inside the spinning (Fig. 5a). By 6 weeks, PLA sustained a notably enlarged population of Cd51^+^Cd200^+^ cells, far from that of the other groups (Fig. 5e, f). Conforming to protein-level findings, transcriptomic analysis identified significant upregulation of *Cd51* and *Cd200* in PLA (Fig. 5i). 

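The 2 PLA libraries had the highest FPKM of Itgav, the gene of Cd51, at 104 ± 6.01 (SD, n = 2), against 15.0 ± 3.65 in NC, 21.1 ± 3.93 in GelMA and 13.8 ± 2.87 in CTS (SD, n = 3 each). Cd200, a surface marker of skeletal stem cells, stood at 34.9 ± 5.27 in PLA, 6.33 ± 1.27 in NC, 20.5 ± 4.58 in GelMA and 14.9 ± 7.39 in CTS. In counts, Cd200 had log2 fold changes of 2.81 against NC, 1.30 against GelMA and 1.70 against CTS (SE 0.34, 0.33 and 0.34, adjusted p = 0.000550, 0.0389 and 0.00905 from edgeR's quasi-likelihood test). Itgav passed the test in all 3 comparisons without any single library. Which cells carried the rises of Itgav and Cd200 was not tested. The call of Cd200 against GelMA ended with library size as the scaling (adjusted p = 0.134), and without NC replicate 3 (0.0563), GelMA replicate 1 (0.141), GelMA replicate 2 (0.128), GelMA replicate 3 (0.0573), CTS replicate 1 (0.0532), PLA replicate 1 (0.218) or PLA replicate 2 (0.134). Its call against CTS ended without PLA replicate 1 (adjusted p = 0.0809).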

Distinct from Cd51^+^Cd200^+^ cells, only a minority of MSC in the defects were derived from the periosteum at 2 weeks (Fig. 5c). Compared with other groups, PLA attracted a relatively higher number of Ctsk^+^ MSC at 2 weeks, predominantly located in the thickened periosteum, with some also migrating along PLA towards the defect center (Fig. 5c, d). When progressing to 6 weeks, abundant Ctsk^+^ MSC were present within the newborn tissue of PLA (Fig. 5g, h). Nonetheless, the genetic level of *Ctsk* in neonatal tissue did not increase simultaneously (Fig. 5i), which might be attributed to the conclusion of the high-expression phase of *Ctsk*. 

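Ctsk, which encodes the collagen-degrading protease cathepsin K of osteoclasts and some suture stem cells, did not differ between groups beyond the spread of the replicates. Its FPKM was 103 ± 15.1 in PLA (SD, n = 2), 179 ± 156 in NC, 105 ± 3.80 in GelMA and 125 ± 48.7 in CTS (SD, n = 3 each). Log2 fold changes of Ctsk in counts were −0.61 against NC, 0.52 against GelMA and 0.20 against CTS (SE 0.69, 0.67 and 0.68). The signs against GelMA and CTS differ from those of the FPKM means, which carry no TMM factor. With library size alone as the scaling, the median gene in PLA shifted by −0.54 against GelMA and by −0.48 against CTS in log2. Adjusted p were 0.602, 0.685 and 0.884 from edgeR's quasi-likelihood test, and a difference the size of these standard errors was not detectable with these libraries. The wide spread in NC came from NC replicate 2, with 625 CPM of Ctsk against 74.9 and 166 CPM in the other NC libraries. Without NC replicate 2 the log2 fold change of Ctsk against NC turned to 0.65. Leaving out each library in turn gave −1.07 to 0.65 against NC, 0.35 to 0.66 against GelMA and −0.07 to 0.50 against CTS. Among other osteoclast genes, Oscar, an osteoclast receptor also made by myeloid cells, was higher in PLA than in NC at 3.60 (SE 0.47, adjusted p = 0.000775), and Atp6v0d2, a proton pump subunit of osteoclasts and macrophages, at 5.04 (SE 0.91, adjusted p = 0.00500). Of 13 osteoclast genes tested, Ctsk included, 7 were higher than in NC (7, with 1 lower, when adjusted over the list alone), 3 higher than in GelMA (3), and 3 higher and 1 lower than in CTS (3 and 1).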

Given that the proliferation marker Ki67 was broadly expressed within the defects of PLA at both 2 weeks (Fig. 6d, e) and 6 weeks (Fig. 7a, c, f, h), the substantial existence of MSC at 6 weeks may arise from the rapid self-renewal of early ingrowth cells. To enhance the confirmation, single-cell suspensions were prepared from the newborn tissue of suture-bony composite defects implanted with PLA for 6 weeks. Flow cytometry (FCM) results showed that the digested cells comprised 43.5% Cd51^+^ cells, 57.0% Ctsk^+^ cells, and 86.8% Pdgfrα^+^ cells (Fig. 7i). Thus, it can be concluded that PLA promoted MSC ingrowth and self-renewal, contributing to the reconstruction of suture mesenchyme.

**Fig. 5:**
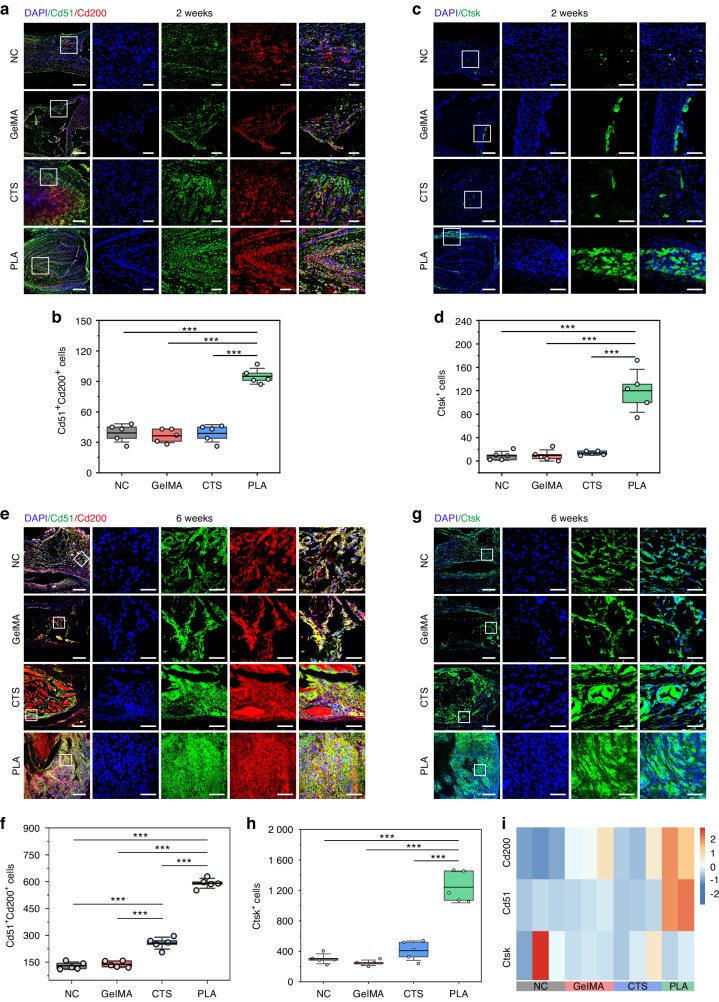
Cellular decoding on MSC identification in the newborn tissue. IF images showing the co-staining of skeletal stem and progenitor cells marker Cd51 (in green) and Cd200 (in red) in suture-bony composites at 2 weeks (**a**) and 6 weeks (**e**) post-surgery. **b**, **f** Statistical data for (**a**, **e**), respectively. IF images showing the periosteum-derived MSC marker Ctsk (in green) at 2 weeks (**c**) and 6 weeks (**g**) post-surgery. **d**, **h** Statistical data for (**c**, **g**). The high-magnification images are from the selected regions (white boxes) in the corresponding low-magnification images. Scar bar, 250 μm in low magnification and 50 μm in high magnification. **i** Transcriptome heatmap demonstrating the FPKM values of Cd200, Cd51, and Ctsk. NC, suture-bony composite defect without scaffold implantation. Data are expressed as mean ± SD. ***P < 0.001

**Fig. 6:**
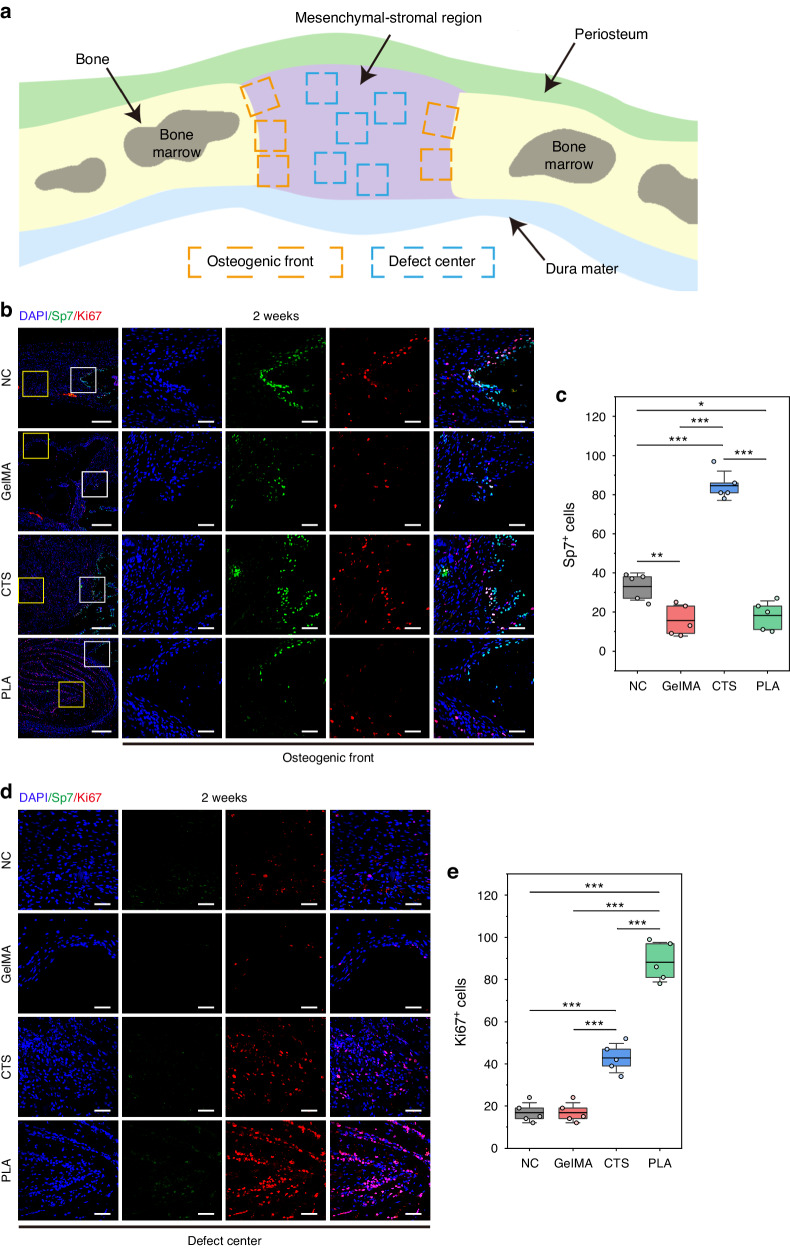
Cellular decoding on osteogenic lineage commitment in early stages. **a** Schematic representation of the random selection area at the osteogenic front or the defect center of suture-bony composite defect. **b** IF images displaying the co-staining of OB marker Sp7 (in green) and proliferation marker Ki67 (in red) at the osteogenic front 2 weeks post-surgery. The high-magnification images are from the selected regions (white boxes) in the low-magnification images. Scar bar, 250 μm in low magnification and 50 μm in high magnification. **c** Statistical data of Sp7^+^ cells at the osteogenic front (**b**). **d** IF images displaying the co-staining of Sp7 (in green) and Ki67 (in red) at the defect center 2 weeks post-surgery. The images are magnified from the selected regions (yellow boxes in **b**). Scar bar, 50 μm. **e** Statistical data of Ki67^+^ cells at the defect center (**d**). NC, suture-bony composite defect without scaffold implantation. Data are expressed as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001

**Fig. 7:**
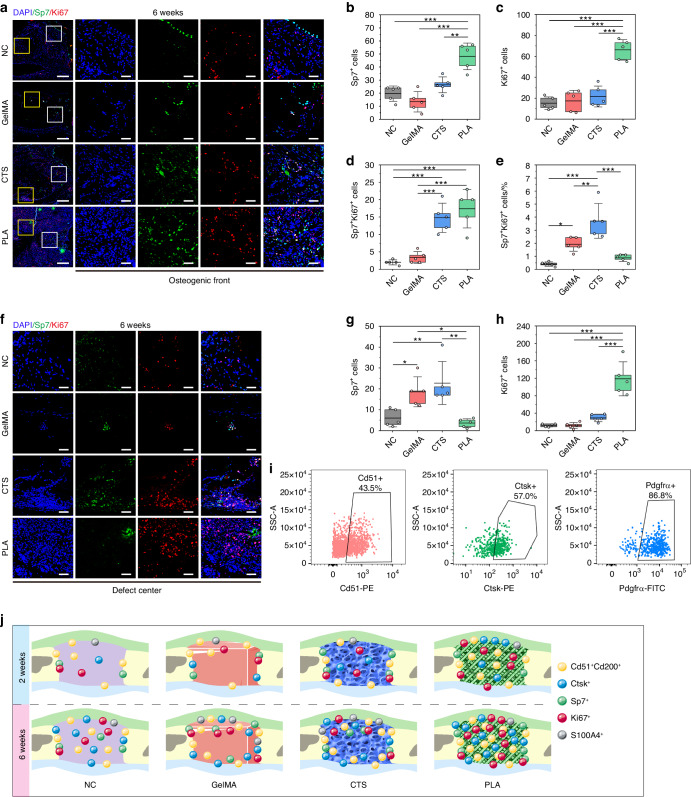
Cellular decoding on osteogenic lineage commitment in the later period. **a** IF images displaying the co-staining of OB marker Sp7 (in green) and proliferation marker Ki67 (in red) at the osteogenic front 6 weeks post-surgery. The high-magnification images are from the selected regions (white boxes) in the low-magnification images. Scar bar, 250 μm in low magnification and 50 μm in high magnification. Statistical data of Sp7^+^ cells (**b**), Ki67^+^ cells (**c**), Sp7^+^Ki67^+^ cells (**d**), and Sp7^+^Ki67^+^ cell proportion (**e**) at the osteogenic front (**a**). **f** IF images displaying the co-staining of Sp7 (in green) and Ki67 (in red) at the defect center 6 weeks post-surgery. The images are magnified from the selected regions (yellow boxes in **a**). Scar bar, 50 μm. Statistical data of Sp7^+^ cells (**g**) and Ki67^+^ cells (**h**) at the defect center (**f**). **i** FCM analysis of single-cell suspensions prepared from the suture-bony composite defects implanted with PLA for 6 weeks. **j** Schematic diagram summarizing the cellular composition within the suture-bony composite defects of NC, GelMA, CTS, and PLA at 2 weeks and 6 weeks post-surgery. NC, suture-bony composite defect without scaffold implantation. Data are expressed as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001

### Spatial-temporal decoding of osteogenic lineage commitment dynamics in PLA

Next, the osteogenic lineage commitment occurred at the osteogenic front or the defect center was detected separately referring to the region selection method illustrated in Fig. 6a. At the early time point, OB were solely detected at the osteogenic front of each group (Fig. 6b). Among them, CTS significantly promoted the osteogenic orientation at the repairing forefronts (Fig. 6b, c). Surprisingly, at the later time point, there were more Sp7^+^ cells (Fig. 7a, b) as well as Sp7^+^Ki67^+^ cells (Fig. 7a, d) at the osteogenic front of PLA, ensuring robust osseointegration between PLA and the bony edge and possibly contributing to the subsequent bone healing. Despite this, PLA demonstrated the lowest proportion of Sp7^+^Ki67^+^ cells (Fig. 7e), suggesting that most cells at the osteogenic front of PLA remained undifferentiated by 6 weeks. Meanwhile, PLA exhibited the lowest count of Sp7^+^ cells at the defect center (Fig. 7f, g), re-verifying its potential to restore suture mesenchyme and maintain its patency. All the cellular decoding outcomes were summarized in a schematic diagram (Fig. 7j), offering a comprehensive understanding of cellular composition within newborn tissue of suture-bony composite defects implanted with different scaffolds.

### Mechanistic validation of PLA’s cellular manipulation on suture-bony complex reconstruction in vitro

In vivo, PLA exhibited spatiotemporal regulation of osteogenic lineage commitment, with strong edge osteogenesis but minimal central ossification in suture-bony composite defects (Fig. 7). Correspondingly, we established two models in vitro (Fig. 8). First, we simulated PLA’s effects at the defect center by seeding undifferentiated MSC onto the scaffold surface. Genetic analysis revealed that PLA impeded the osteogenic differentiation of MSC with significantly lower levels of *Alp*, *Runx2*, *Sp7*, *Col1*, and *Bsp* (Fig. 8a). Besides, following 7 days of culture, a limited number of MSC on PLA developed into sizable cell colonies by SEM (Fig. 8c), suggesting that MSC on PLA could replicate and self-renew in the absence of osteogenic induction (Fig. 8c). Hence, PLA sustained MSC self-renewal and inhibited their osteogenic differentiation, with the presence of abundant proliferating MSC (Fig. 5) and limited OB (Fig. 7) observed at the defect center in vivo. To verify the osteogenic-inductive properties of PLA at the osteogenic front, a parallel model was adopted. Briefly, MSC were cultured in osteogenic medium (OM) for 5 days to generate OB (Fig. S7) and subsequently seeded onto PLA. As shown in Fig. 8b, PLA promoted the expression of middle/late osteogenic genes (*Col1*, *Bsp*, *Mepe*, and *Phex*) in OB. That is to say, for differentiated cells, PLA maintained and even augmented their osteogenic orientation (Fig. 8b). Collectively, in the potent and persistent osteoinductive environment in vitro, PLA demonstrated cell-specific actions on MSC and OB. As for the relevant in vivo setting, osteogenic signals are concentrated at the osteogenic front and attenuated at the defect center, accounting for the spatiotemporal effects of PLA.

**Fig. 8:**
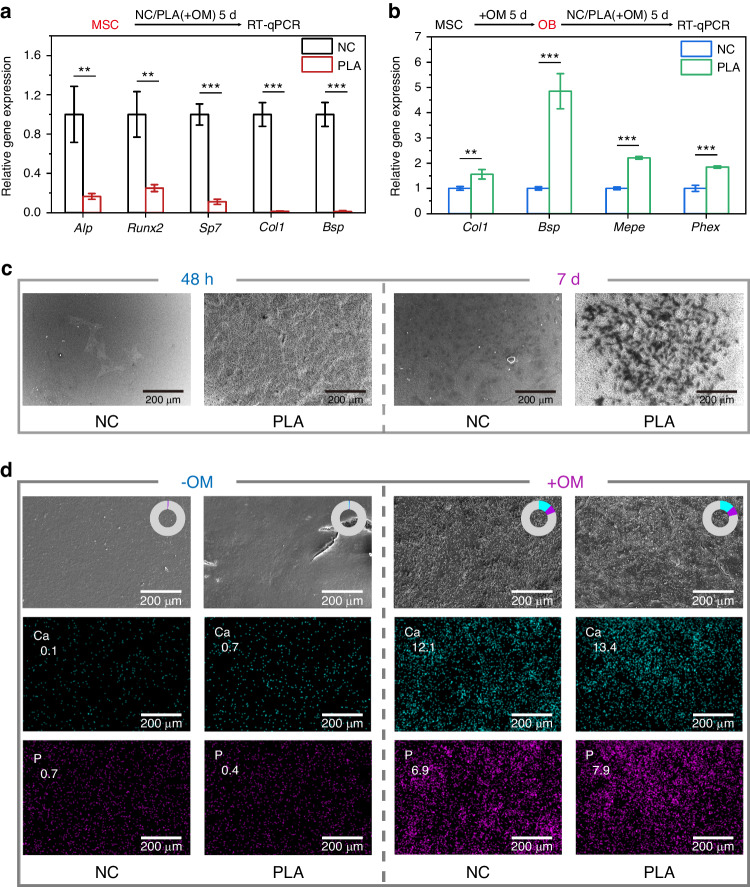
Mechanistic validation of PLA’s control of cell fate in vitro. RT-qPCR detecting osteogenic gene expressions in MSC (**a**) or OB (**b**). Each sample was examined in triplicate. *Gapdh* was used as the internal control. **c** SEM imaging capturing cell attachment at 48 h, followed by colony formation after 7 days. For colony formation detection, MSC were incubated in the complete medium. **d** EDS elemental mapping of calcium (Ca), phosphorus (P), carbon (C), oxygen (O), and nitrogen (N) in the corresponding SEM images of MSC treated with (+OM) or without (-OM) osteogenic medium. The pie charts and the numbers in the images display the elemental proportions. The gray region represented the sum of C, O, and N elements. NC, MSC seeded on glass slides or in blank wells. PLA, MSC seeded on PLA. Data are expressed as mean ± SD. **P < 0.01; ***P < 0.001

By prolonging osteogenic induction in vitro, MSC on PLA exhibited the capacity to form mineralized nodules (Fig. 8d). SEM images revealed comparable rough surfaces of mineralized nodules on glass slides (NC) and PLA, with EDS mapping indicating similar Ca and P deposition (Fig. 8d). Persistent osteogenic induction in vitro prompts partial MSC to adopt osteogenic commitment, thereby contributing to the formation of mineralized nodules. Similarly, osteogenic signals at the osteogenic front ensure the proper osteointegration. As the reconstruction of suture-bony composite defects proceeds, the signals gradually decline to a basal level, leading to slower hard tissue restoration and the formation of regenerated sutures by residual nascent mesenchyme.

## Discussion

Due to increased trauma, infections, malignancies, and neurological diseases, the prevalence of calvarial defects rises rapidly.^38^ Yearly, approximately 69 million individuals suffer from traumatic head injuries worldwide.^39^ In 2020, the global cranial implants market was valued at 1.05 billion USD, which is predicted to reach 1.77 billion USD by 2028.^38^ However, despite substantial clinical demands and extensive economic burdens, current clinical strategies often fall short of restoring cranial mesenchyme, leading to unfavorable outcomes for calvarial defect management. In pediatric cases, the consequences of suture loss are even worse. Cranial sutures function as the main growth centers in the skull during periods of development.^1,40,41^ The absence of these structures, due to postnatal cranial defects or congenital craniosynostosis, disrupts skull-brain growth balance, limiting brain expansion and giving rise to various problems, such as increased intracranial pressure, hydrocephalus, cognitive issues, blindness, dyspnea, and epilepsy.^1,42^ Moreover, following surgical interventions, a substantial portion of pediatric patients necessitate secondary surgeries owing to a recurrence of cranial suture closure.^21,43^ Therefore, given the lack of direct exploration in the current research, investigating cranial suture regeneration in adolescents emerges as a vital focus for our future studies.

Through the calvarial suture-bony composite defect model established in this research, our findings revealed a distinct difficulty in cell ingrowth and recruitment without scaffold implantation (Fig. 7j). Despite reduced fibrosis risk (Fig. 4e, f), NC displayed an inability to attract functional cells including Cd51^+^Cd200^+^ and Ctsk^+^ MSC, Sp7^+^ OB, and proliferating Ki67^+^ cells (Fig. 7j). Attracting cells to the defect center is a crucial step in tissue engineering.^44^ Especially in critical-sized bone defects, the distance between the osteogenic front and defect center is detrimental to the delivery of nutrients, metabolites, osteogenic molecules, and cells, thus impeding bone healing.^44^ Nonetheless, NC did not end in vacuolation, bone malunion, or non-union due to the lack of cell recruitment. Conversely, we observed a complete bony union with a fused cranial suture 6 months post-operation (Fig. S4). The occurrence of hard tissue restoration is attributed to the innate self-regeneration capacity of bone tissue, given the absence of critical-sized defects in our experimental setup.^45^ However, under the conditions of natural healing, there exists an inherent deficiency in attracting MSC ingrowth and preserving their self-renewal. The strong osteogenic restoration coupled with inadequate mesenchymal regeneration leads to suture closure. This highlights the importance of cell fate control in suture-bony complex regeneration.^8,26^

The biophysical effects of materials, such as their compositional/degradable dynamics, mechanical properties, 2D topography, and 3D geometry, profoundly affect cell behaviors.^46^ Scaffold pore size, particularly, has a notable impact on MSC and OB,^47–55^ with small pores (diameter <125 μm) inhibiting MSC differentiation by restricting vasculature and promoting immature matrix.^47^ Conversely, large pores (diameter >250 μm) support sufficient osteogenic niches and robust vascularization for bone formation.^47^ In contrast to non-porous GelMA and macroporous CTS, the dense packing and small pores of PLA potentially enhance MSC ingrowth and maintain their stemness, while preserving OB at the bony edge. As another critical concern, degradability contributes to the constant renewal of the scaffold surface.^56^ It is reported that dynamic substrates may be essential for the scaffold capable of regulating the spatiotemporal interactions among various cell populations.^57^ Moreover, as the scaffold degrades, the pore size and interconnectivity increase, enhancing the delivery of cells and growth factors for subsequent tissue repair such as bone elongation by OB along the osteogenic front.^58,59^ Despite non-degradability in vitro (Fig. S1b), PLA displayed superior degradation performance in vivo (Fig. 2f, g). As for poorly degradable GelMA and CTS, the adhesive and proliferated cells on the surface restrict cell penetration to the scaffold center, possibly leading to a necrotic core over time.^60^ Meanwhile, large amounts of extracellular matrix accumulate around the scaffold, resulting in the adverse outcome of fibrosis (Fig. 4e, f). However, due to the distinct characteristics of GelMA, CTS, and PLA, featuring variations in polymer chain structure, chemical moieties, molecular weight, and other properties, it remains inconclusive to attribute the observed differences in biological functionality to specific material properties. In the subsequent investigations, our emphasis will be directed towards the screening out PLA, wherein we will systematically adjust its single parameter and precisely elucidate the material characteristics influencing mesenchymal regeneration.

As revealed by our transcriptome data, PLA is instrumental in establishing a microenvironment promoting cellular interaction via chemokines and cytokines. Particularly, the presence of PLA scaffolds significantly boosts macrophage metabolic activity, evidenced by a surge in cytokines such as IL-6, IL-8, and MCP-1.^61^ This specific macrophage secretion pattern, triggered by PLA, is closely linked to the increased MSC recruitment,^61^ shedding light on the mechanisms facilitating mesenchymal tissue regeneration. Besides, suture fate determination is intricately governed by various signaling pathways such as cWnt (canonical Wnt/β-catenin), FGF (fibroblast growth factor), BMP (bone morphogenetic protein), and IHH (Indian hedgehog) signaling pathways.^3,9,62^ The activation of the cWnt pathway inhibits posterior frontal suture closure but promotes sagittal suture closure through modification of endochondral ossification in mice.^62^ Besides, the cWnt pathway indirectly affects MSC lineage commitment by modulating the equilibrium between FGF and BMP pathways.^63^ β-catenin activation, followed by FGF disruption and BMP activation, leads to chondrogenic differentiation of suture-derived MSC, thus driving suture fusion via ectopic chondrogenesis and endochondral ossification.^63^ Additional researchers have documented the bifunctional role of the cWnt pathway in osteogenic lineage commitment, inhibiting osteogenesis in undifferentiated MSC and juvenile calvarial OB while promoting it in mature OB.^64^ Similarly, PLA hindered the osteogenic differentiation of MSC but enhanced it in OB. BMP receptor type 1 A (BMPR1A) maintains MSC properties during craniofacial development.^65^ Interestingly, suture fusion caused by BMPR1A loss manifests as abnormal ossification deriving from the suture mesenchyme and moving toward the osteogenic fronts.^65^ Likewise, the presence of diffuse ossification was also observed at the defect center of NC, GelMA, and CTS (Fig. 2g). Moreover, the interplay between MSC and osteoclasts mediated by BMP-IHH signaling also contributes to suture homeostasis.^9^ BMP signaling induces osteoprogenitor cells to secrete IHH, which subsequently promotes the osteogenic differentiation of MSC. Meanwhile, BMP-mediated IHH signaling functions synergistically with nuclear factor kappa-B ligand (RANKL) to promote differentiation and resorption activity of osteoclasts.^9^ According to the transcriptome data, GSEA analysis suggested that PLA significantly activated NF-κB and HIF-1 signaling pathways in comparison with the other three groups (Fig. S5f, g). However, the present studies lack conclusive evidence directly linking these two pathways with cranial sutures. 

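Genes of NF-κB signaling and of HIF-1 signaling with glycolysis were higher in PLA than in NC, GelMA and CTS, tested as lists. Of 56 NF-κB genes, 32 were higher and 0 lower than in NC (32 and 0 when adjusted over the list alone), 20 higher and 1 lower than in GelMA (21 and 1), and 23 higher and 0 lower than in CTS (27 and 0). The largest rises were in Tnf and in Cxcl2 against NC, in Cxcl2 and Cxcl3 against GelMA, and in Cxcl3 and Tnf against CTS, genes of inflammatory cytokines and neutrophil chemokines. Of 42 HIF-1 and glycolysis genes, 23 were higher and 0 lower than in NC (26 and 0 when adjusted over the list alone), 14 and 0 against GelMA (21 and 0), and 23 and 0 against CTS (28 and 0). Against NC, Slc2a1, the glucose transporter Glut1, rose most, with a log2 fold change of 4.29 (SE 0.35, adjusted p = 5.75e-05 from edgeR's quasi-likelihood test), followed by Nos2, the inducible nitric oxide synthase, with 3.64 (SE 0.47, adjusted p = 0.000736). Bnip3, a mitophagy receptor induced by HIF-1, had 4.03 against CTS (SE 0.82, adjusted p = 0.0105), a call that ended without CTS replicate 1 (0.0532), CTS replicate 2 (0.0518) or PLA replicate 2 (0.0533). Median log2 fold changes of the NF-κB list were 1.48 against NC, 0.64 against GelMA and 1.01 against CTS, and those of the HIF-1 list were 1.38, 1.05 and 1.43. Camera gave adjusted p = 1.73e-25, 8.52e-13 and 1.72e-21 for NF-κB, and 2.41e-17, 1.27e-15 and 4.39e-20 for HIF-1. All 6 calls held, at adjusted p = 0.0174, 0.0449 and 0.0101 for NF-κB and 0.0174, 0.0313 and 0.0101 for HIF-1 with an estimated correlation. The NF-κB list holds the cytokine genes Tnf, Il1b, Cxcl1, Cxcl2 and Cxcl3, and Fig. 3e shows these too. Of 19 genes of handling stress, immediate early and heat shock genes, 5 were higher and 0 lower than in NC, 5 and 0 against GelMA, and 8 and 0 against CTS. Camera gave adjusted p = 0.000159, 5.61e-07 and 1.21e-07 for them, or adjusted p = 0.459, 0.456 and 0.321 with an estimated correlation. The monocyte and macrophage list was also higher in PLA than in NC.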

Our follow-up experiments will center on elucidating the molecular mechanisms underlying PLA’s well-orchestrated cell fate determination. We aim to provide insights into effective bone-healing pathways and possible scaffold-related drawbacks, thereby offering novel strategies for optimizing specific scaffolds.^66^

In this study, three most commonly used tissue engineering scaffolds with distinct properties were selected and transplanted into calvarial suture-bony composite defects. A thorough investigation was conducted to compare their transcriptional regulation and influence on cell behaviors in terms of cell adhesion, intrinsic recruitment, stemness maintenance, cellular renewal, and osteogenic differentiation. Our findings indicated that in the absence of scaffold implantation, namely the natural healing group after defects, ingrowth and amplification of self-renewable MSC into the defect sites were very difficult. Being transplanted with inappropriate scaffolds, like GelMA and CTS, excessive fibrogenesis and ectopic ossification were observed at the defect center, suggesting the possibility of adverse suture closure in the future. Conversely, only PLA was demonstrated to facilitate MSC ingrowth and self-renewal within the central regions and sustained osteointegration/osteogenesis at the repairing forefronts. Therefore, PLA was identified as a suitable scaffold for suture mesenchyme reconstruction. Our findings, for the first time, decoded the cellular fate controls by scaffolds in calvarial suture-bony composite defects, offering fundamental insights into regenerating mesenchymal suture-like structures to avoid craniosynostosis.

## Materials and methods

### Ethical statements

All experimental designs and procedures in this study were reviewed and approved by the Ethical Committees of West China School of Stomatology, Sichuan University (WCHSIRB-D-2021-597).

### Preparation of GelMA, CTS, and PLA

To synthesize GelMA, 10% (w/v) type A porcine skin gelatin was dissolved in PBS at 60 °C, followed by the dropwise addition of 1.25% (v/v) methacrylic anhydride. This reaction was stopped by adding double PBS. Then, the solution was dialyzed using 12–14 kD dialysis tubing in distilled water for 1 week. After freezing at −20 °C overnight and lyophilizing for 72 h, sponge GelMA was obtained. 20% (w/v) GelMA was dissolved in PBS with 0.1% (w/v) photoinitiator LAP (Lithium Phenyl-2,4,6-trimethylbenzoylphosphinate). The mixture was exposed to ultraviolet light (6.9 W/cm^2^, 360–489 nm) for 2 min at room temperature to obtain GelMA hydrogels. As for CTS, 0.1 g CTS was dissolved in 10 mL of 2 wt% acetic acid solution. Subsequently, the crosslinking agent tripolyphosphate was added to the CTS solution. Thorough mixing of the solution took place at room temperature. The resulting hydrogels underwent extensive washing with distilled water to eliminate unreacted monomers. Finally, the hydrogels were subjected to freeze-drying for preservation. As for PLA, poly(L-lactide) (PLA, M_n_ = 9.1 × 10^4^ g/mol, M_w_ = 2.1 × 10^5^ g/mol, M_w_/M_n_ = 2.3) were kindly provided by Zhejiang Hisun Biomaterials Co. Ltd. (China). A homogeneous solution was prepared by dissolving PLA in a mixture of dichloromethane and N, N-dimethylformamide with a volume ratio of 7:3. A total of 5 mL of dissolved solution was loaded into a syringe for electrostatic spinning. The solution was pushed at a rate of 0.8 mL/h under a voltage of 18 kV for 8 h, resulting in the formation of a solid PLA membrane. Finally, the fibers were vacuum-dried at 50 °C for 24 h to remove residual solvent.

### Characterizations

The morphological imaging and elemental analysis were performed by a JOEL JSM-5900LV field-emission SEM (Japan) equipped with EDS (Ultim Extreme, Oxford Instruments, England). Rheological measurements were conducted with a rotational rheometer (AR2000EX, TA instruments, USA) to evaluate the mechanical responses of the scaffolds. Relative modulus was calculated using the Eq. (1). The scaffold with the highest modulus was set as the control. Equation (2) was utilized to assess relative structural stability. The curvature of cycle scan curves for each group was determined and the most structurally stable material was set as the control. TGA was conducted using a thermogravimetric analyzer (Q600, TA Instruments, USA). The decomposition temperature of the samples was determined by heating them from 30 to 800 °C at a rate of 10 °C/min under a nitrogen atmosphere. Degradation tests were carried out in PBS at 37 °C in vitro. We combined TGA and in vitro degradation results to assess thermal stability. Briefly, a decrease in weight within 100 °C on TGA deducted 30 points from the 100-point thermal stability score. Meanwhile, weight loss in the 8-week degradation test resulted in another 30-point deduction.

1 $$({\rm{Relative}})\,{\rm{Modulus}}( \% )=\frac{\log {Modulu}{s}_{{sample}}}{\begin{array}{c}\log {Modulu}{s}_{{control}}\\ \,\end{array}}\times 100 \%$$

2 $$({\rm{Relative}})\,{\rm{Structual}}\; {\rm{stability}}( \% )=\frac{\left|{{\rm{Curvature}}}_{{\rm{sample}}}\right|}{\left|{{\rm{Curvature}}}_{{\rm{Control}}}\right|}\times 100 \%$$

### Isolation and culture of MSC

Periosteal MSC were obtained from 10-week-old SD rats by subjecting the femoral and tibial periosteum to enzymatic digestion using type 1 collagenase (3.5 mg/mL) at 37 °C for 1 h. The cells were cultured and expanded in the complete medium (α-MEM supplemented with 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin) at 37 °C in a humidified atmosphere containing 5% CO_2_. The culture medium was refreshed every 2 days. The cells were passaged when they reached 80% confluence. Passages 1–2 MSC were utilized for the in vitro studies.

### Cell experiments in vitro

Following varying degrees of water swelling, the scaffolds were shaped into 1.4–1.5 cm diameter cylinders or discs (Fig. 1b) to cover the bottom of 24-well microtiter plates. MSC were seeded on the scaffolds. The cellular morphology of MSC on sterile glass slides, GelMA, CTS, and PLA was observed by SEM. The cell adhesion and proliferation were evaluated using CCK-8 Cell Proliferation and Cytotoxicity Assay Kit following the manufacturer’s manual. Briefly, MSC were seeded on the scaffolds at a density of 2 × 10^5^ per well. The absorbance of the reaction solution was determined using a microtiter plate spectrophotometer (Multiskan GO; Thermo Scientific, Waltham, MA, USA) after MSC were seeded for 6 h and 1, 3, and 5 days. OD_490_ minus OD_630_ of 6 h represented the number of adhesive living cells on the scaffold. OD_490_ minus OD_630_ of 1, 3, and 5 days represented the number of proliferated living cells. Relative cell adhesion was calculated according to Eq. (3) based on the 6-h measurements. For cell survival, MSC co-cultured with various scaffolds were collected by trypsin digestion and stained by Annexin V-PE/7-AAD Apoptosis Detection Kit. FCM was used to estimate the percentage of live (Annexin V^-^/7-AAD^-^), early apoptotic (Annexin V^+^/7-AAD^-^), late apoptotic (Annexin V^+^/7-AAD^+^), and necrotic (7-AAD^+^) cells following 72 h of treatments. The ability of cells to form colonies was evaluated using a colony formation assay. MSC were cultured on glass slides or PLA at the bottom of 24-well microtiter plates with 50 cells per well. At 48 h and 7 days after incubation, the cells were fixed with 4% paraformaldehyde for 30 min, followed by dehydration using graded ethanol series (30%, 50%, 75%, 85%, 95%, and 100%; 15 min each). Cell colonies were monitored by SEM. For the above experiments, the negative control (NC) referred to the group where cells were cultured on sterile glass slides or in empty wells.

3 $$({\rm{Relative}}){\rm{Cell\; adhesion}}( \% )=\frac{{\left(O{D}_{490}-O{D}_{630}\right)}_{{sample}{of}6h}}{{\left(O{D}_{490}-O{D}_{630}\right)}_{{NC}{of}6h}}\times 100 \%$$

### Osteogenic induction in vitro

OM referred to α-MEM added with 10 nM dexamethasone, 10 mM glycerophosphate, 50 g/mL L-ascorbic acid, 5% FBS, and 1% penicillin-streptomycin. MSC on sterile glass slides (NC) or PLA were incubated in OM for 14 days. Then, SEM equipped with EDS was performed to detect C, O, N, calcium (Ca), and phosphorus (P) elements deposited on the scaffolds. For RT-qPCR, MSC were treated with OM for 5 days to obtain OB (Fig. S7). MSC or OB were inoculated on PLA in OM for 5 days before RNA extraction. Cells cultured in empty wells were set as the negative control (NC). TRIzol was employed to extract the total RNA. NanoDrop 2000 (Thermo Scientific) served to assess and measure the quality and quantity of RNA. The cDNA was synthesized using HiScript III RT SuperMix for qPCR (+gDNA wiper). The instructions of the ChamQ Universal SYBR qPCR Master Mix were followed to prepare the PCR reagent mixture. Then, via the suggested method, RT-qPCR was performed in triplicate for each sample using a Real-Time PCR System (C1000 Thermal Cycler; Bio-Rad, Hercules, CA, USA). The tested osteogenic genes and the corresponding sequences of PCR primers are listed in Table S1. Glyceraldehyde-3-phosphate dehydrogenase (*Gadph*) was set as the reference gene. The fold change of gene expression was calculated using the ΔΔCT method.

### Animal experiments

Male SD rats (300 g) were obtained from Byrness Weil Biotech Ltd (Chengdu, China). Under general anesthesia, a midline sagittal incision was made on the calvaria to fully expose the bilateral coronal sutures. The overlying periosteum was carefully removed using a curette. A micro dental drill (diameter=1.2 mm) was then used to create 2 mm by 4 mm rectangular defects across coronal sutures. Different scaffolds with proper size were implanted into the defects. The scalp was closed using 5.0 polyglactin stitches. The rats were sacrificed at 2 weeks or 6 weeks after surgery.

### Biosafety evaluation in vivo

At 6 weeks post-surgery, measurements were taken for rat body weight, head length, head width, cranial length, and cranial width. Head length was determined by the distance from the nose tip to the cervical spine joint, while head width was assessed by the ear base distance. Moreover, Mimics 20.0 software enabled separate evaluations of cranial length and width, achieved by measuring the straight-line distance between the start and end points of the sagittal suture and coronal suture based on CT scans. Meanwhile, major organs (kidneys, livers, lungs, hearts, and spleens) were extracted for histological examination through Hematoxylin and Eosin (H&E) staining. Blood samples were collected from rat abdominal aortas for hematological and biochemical analysis. By combining in vivo and in vitro biocompatibility evaluation results, we established a scaffold biocompatibility rating using Eq. (4).

4 $$\begin{array}{l}{\rm{Biompatibility}}=100-20\times {\rm{n}}\,\left(\right.{\rm{the}}\; {\rm{count}}\; {\rm{of}}\; {\rm{experiments}}\; \\{\rm{indicating}}\;{\rm{worse}}\; {\rm{biocompatibility}}\; {\rm{than}}\; {\rm{NC}}\left.\right)\end{array}$$

### µCT evaluation

6-week calvarial samples were scanned using µCT (Scanco Medical AG, Bassersdorf, Switzerland). The scan parameters were as follows: X-ray tube potential, 70 kVp; X-ray intensity, 0.2 mA; filter, AL 0.5 mm; integration time, 1 × 300 ms; and voxel size, 10 μm. The 3D images were reconstructed by Scanco medical visualizer software. Dataviewer and Ctan software were used to acquire residual suture volume (RSV). Mimics 20.0 software was used to obtain cross-sectional images. The degree of defect closure (%) was calculated by Eq. (5). The control group (Ctr) received no scaffold implantation in the defects. Positive values signify the promotion of suture-bony composite defect closure, while negative values indicate the inhibition of suture-bony composite defect closure.

5 $${\rm{Defect}}\; {\rm{closure}}\,( \% )=\frac{\left({{\rm{RSV}}}_{{\rm{sample}}}-{\rm{RSV}}{\rm{Ctr}}\right)}{{\rm{RSV}}{\rm{Ctr}}}\times 100 \%$$

### Histological evaluation

The harvested cranial bones were fixed in 4% paraformaldehyde for 24 h and decalcified in 12% EDTA (w/v, pH=7.2) for 6 weeks. Then, the samples were dehydrated, embedded in paraffin, and sectioned at 6 μm. H&E and Masson’s trichrome staining were applied for histological analysis following the product manual. Fiji software was employed to quantitatively analyze blue-stained regenerated hard tissues in 10 randomly selected regions (5 from the osteogenic front and 5 from the defect center). Random region selections followed the guidance in Fig. 6a.

### RNA-seq analysis

6 weeks post-surgery, nascent tissue from the suture-bony composite defects, implanted with GelMA, CTS, and PLA, or without any scaffold (NC), was isolated and subjected to digestion in type 1 collagenase (3.5 mg/mL) at 37 °C for 1 h. Subsequently, tissue debris was removed. The digested cells were collected by centrifugation (500 g, 10 min) and then incubated in Red Cell Lysis Buffer at room temperature for 2 min. Following this, the cells were fixed and permeabilized using BD Cytofix/Cytoperm^TM^ Fixation/Permeabilization kit at 4 °C for 10 min. After another centrifugation (500 g, 5 min), the cells were incubated with CD45 (clone 30-F11) Brilliant Violet 510 (Table S2) at room temperature for 30 min. The supernatant was discarded. The cells were washed twice in BD Perm/Wash™ Buffer, resuspended in PBS, and stored at 4 °C in the dark. Cd45^-^ cells were sorted (Fig. 3a) by FACSAria SORP cytometer (BD Biosciences, San Jose, CA, USA) for further transcriptome analysis. The total RNA extraction, RNA-seq, and bioinformatic data analysis were conducted by OE Biotech Co., Ltd. (Shanghai, China). The accession number for the RNA-seq data reported in this paper is GSE249260.

### IF staining

Paraffin slides were deparaffinized and antigen was retrieved with sodium citrate for 40 min at 95 °C. Then, tissue sections were permeabilized with 0.5% Triton-100 in PBS (PBST) for 15 min, blocked with 5% BSA in PBST for 20 min, and incubated with corresponding first antibodies (Table S2) at 4 °C overnight. On the next day, the sections were treated with particular second antibodies (Table S2) and DAPI (1:50) for 2 h at room temperature. A confocal laser scanning microscope (CLSM, FV3000, Olympus, Japan) was used to capture the images. Each sample was scanned at 5 random locations. The number of single- and double-positive cells was calculated using Fiji software. Cell proportion was calculated by using the amount of DAPI as the total cell number.

### FCM

A single-cell suspension was prepared from the nascent tissue of the suture-bony composite defects implanted with PLA for 6 weeks. The cells were incubated with the corresponding primary antibodies (Table S2) at room temperature for 30 min. The supernatant was discarded. The cells were washed twice in BD Perm/Wash™ Buffer, and subsequently incubated in the appropriate second antibodies (Table S2) at room temperature for 10 min. After another 2 rounds of washing, the samples were resuspended in PBS and stored at 4 °C in the dark. A FACSAria SORP cytometer (BD Biosciences, San Jose, CA, USA) was used for sample processing. The proportion of Cd51^+^, Pdgfrα^+^, and Ctsk^+^ cells among Cd45^-^ cells were analyzed using Flowjo v10.8.1. In vitro-expanded MSC were subjected to the same processing steps to formulate FCM gating strategies (Fig. S6).

### Statistical analysis

A minimum of three repetitions were performed for each experiment. Data were presented as mean ± standard deviation (SD). The statistical analysis was performed using IBM SPSS Statistics for Windows (Version 20.0, Released 2011; IBM, Armonk, NY, USA). Statistical analyses comparing the two groups were conducted using a t test. Differences among three or more groups were assessed through one-way ANOVA followed by Dunnett’s multiple comparisons test. Statistical significance was defined as *P* < 0.05. All graphical illustrations were obtained via Origin 8.0 software.

### Supplementary information

Supporting Information

## Data Availability

The accession number for the RNA-seq data reported in this paper is GSE249260. The data that support the findings of this study are available from the corresponding author upon reasonable request. All the original data and images are available from Fanyuan Yu upon request ().

# Supplementary material for: Transcriptomic and cellular decoding of scaffolds-induced suture mesenchyme regeneration
**Source:** Int J Oral Sci. 2024 Apr 23;16:33. doi: 10.1038/s41368-024-00295-y
**Supplement:** Supplementary file 1 — Supporting Information

1 Supporting Information

2 **Transcriptomic and Cellular Decoding of Scaffolds-induced Suture Mesenchyme**  
3 **Regeneration**

4

5 **Running title:** Scaffold-induced Suture Mesenchyme Regeneration

6

7 Jiayi Wu<sup>1, 2, \*</sup>, Feifei Li<sup>1,3, \*</sup>, Peng Yu<sup>1</sup>, Changhao Yu<sup>1, 2</sup>, Chuyi Han<sup>1</sup>, Yitian Wang<sup>1</sup>,  
8 Fanyuan Yu<sup>1, 2, #</sup>, Ling Ye<sup>1, 2, #</sup>

9

10

13
14 Chengdu, China

15

17

18 \* These authors contribute equally.

21

22 This file includes:

23 Supplementary Figures and Tables

24

25 **Supplemental Figures**

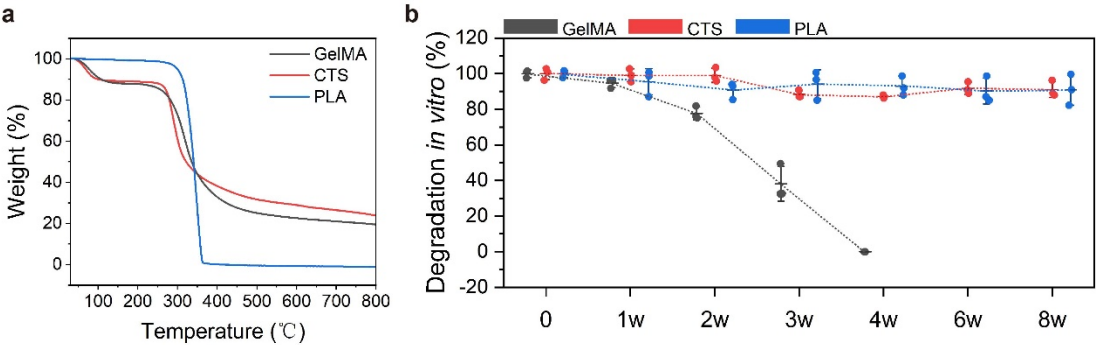

26

27 **Supplementary Fig. 1** Thermal characteristics of the candidate scaffolds. **a** Thermal  
28 degradation performances of GelMA, CTS, and PLA characterized by TGA. **b**  
29 Degradation properties of GelMA, CTS, and PLA in PBS at 37°C in 8 weeks. Data  
30 are expressed as mean  $\pm$  SD.

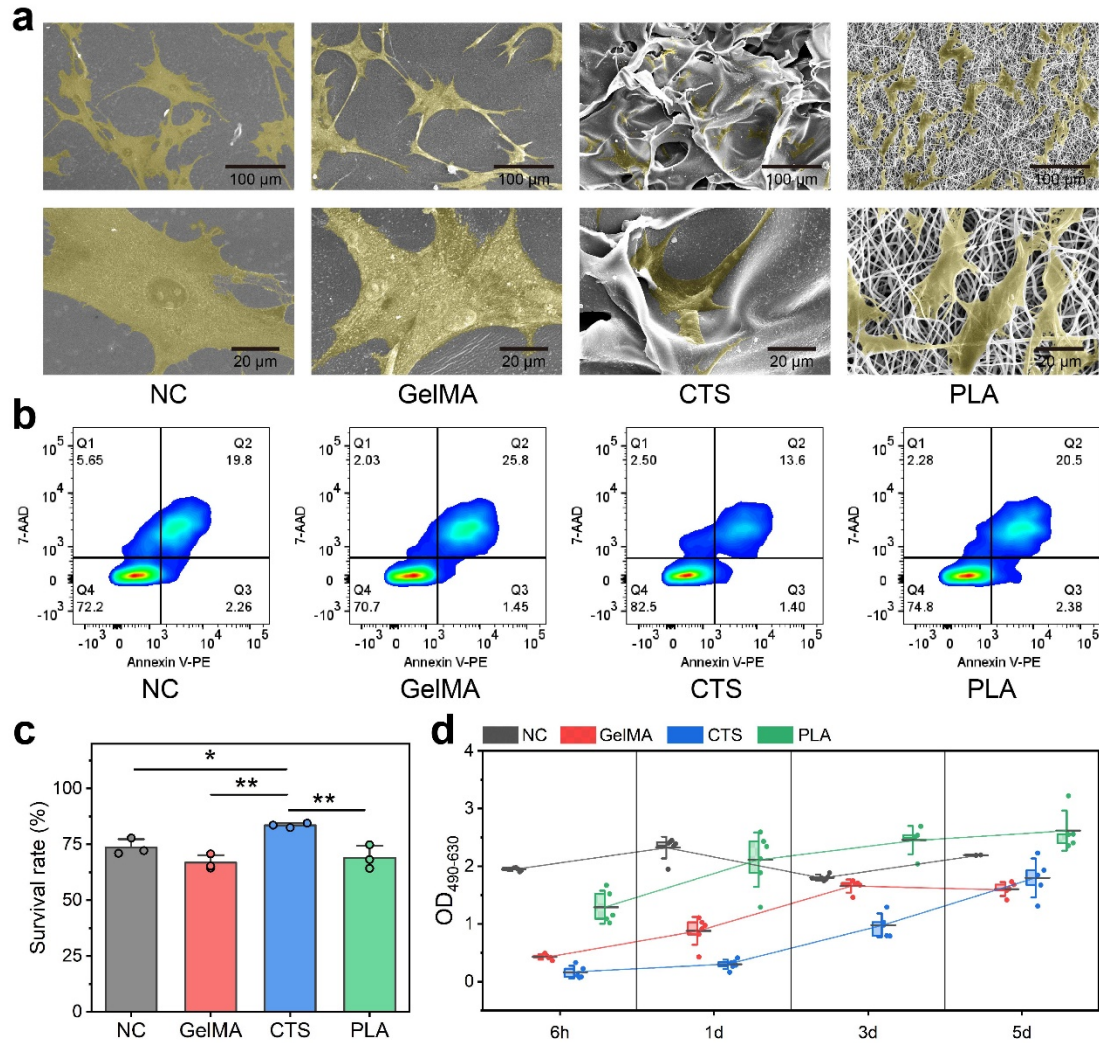

**Supplementary Fig. 2** *In vitro* cytocompatibility of the scaffolds. **a** Cellular morphology of MSC (in yellow) on sterile glass slides (NC), GelMA, CTS, and PLA by SEM. **b** Representative FCM experiment depicting Annexin V<sup>+</sup>/7-AAD<sup>-</sup> (early apoptotic), Annexin V<sup>+</sup>/7-AAD<sup>+</sup> (late apoptotic), 7-AAD<sup>+</sup> (necrotic), and Annexin V<sup>-</sup>/7-AAD<sup>-</sup> (survival) cells in each group. **c** Cell survival rate according to FCM (**b**). **d** CCK-8 results of MSC seeded on sterile glass slides (NC), GelMA, CTS, and PLA. OD<sub>490</sub> minus OD<sub>630</sub> of 6 hours represented the number of adhesive living cells on the scaffolds. OD<sub>490</sub> minus OD<sub>630</sub> of 1, 3, and 5 days represented the number of proliferated living cells. Data are expressed as mean  $\pm$  SD. \* $p < 0.05$ ; \*\* $p < 0.01$ .

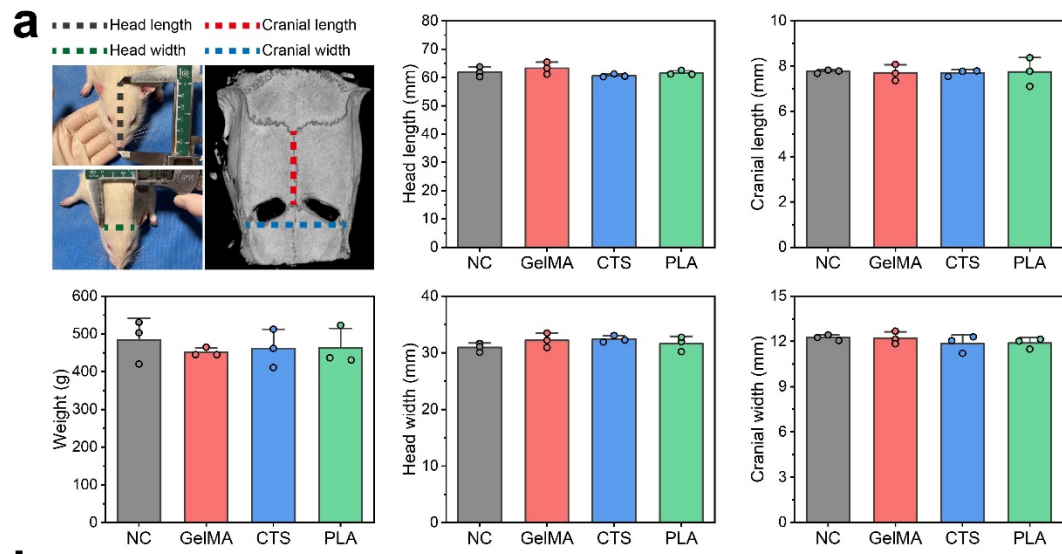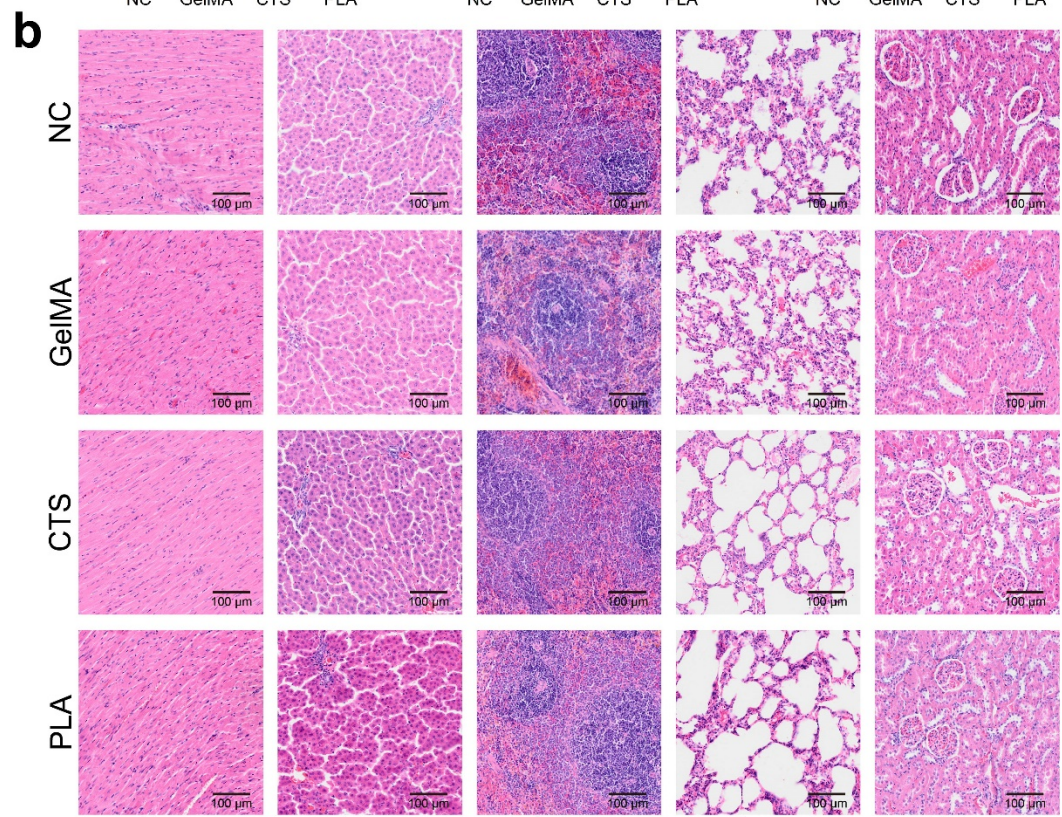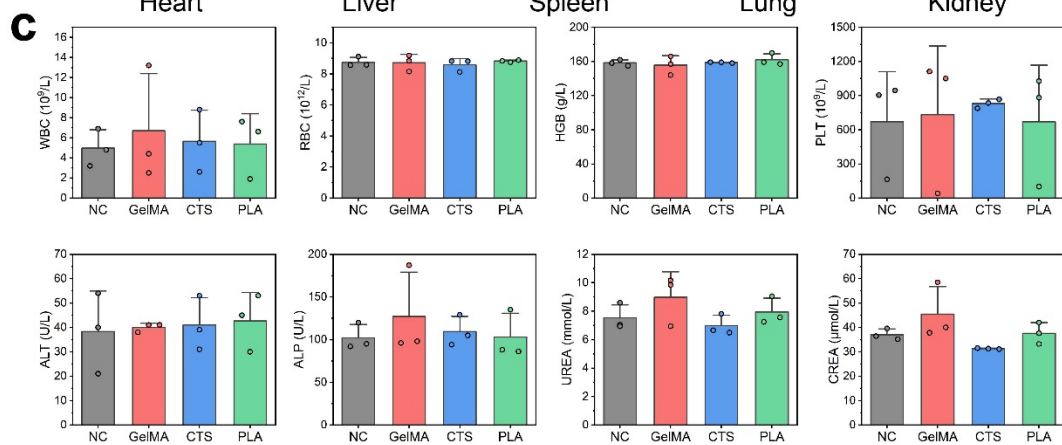

**Supplementary Fig. 3** *In vivo* biosafety of the scaffolds. **a** Rat body weight, head length, head width, cranial length, and cranial width measured 6 weeks post-surgery. **b** Histological images of major organs (heart, liver, spleen, lung, and kidney) by H&E staining. **c** Hematological examination of white blood cells (WBC), red blood cells (RBC), hemoglobin (HGB), and platelets (PLT), alongside biochemical analysis of alanine aminotransferase (ALT), alkaline phosphatase (ALP), blood urea nitrogen (UREA), and creatinine (CREA). NC, suture-bony composite defects without scaffold implantation. Data are expressed as mean  $\pm$  SD.

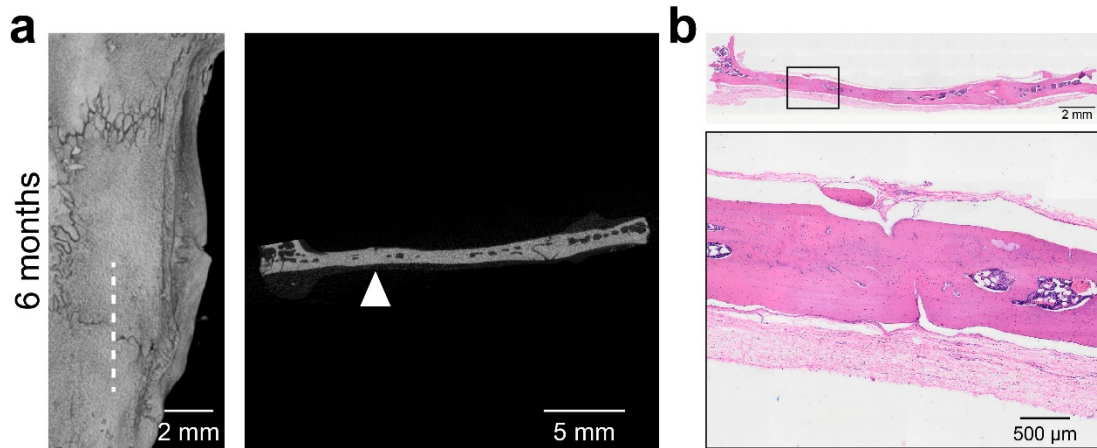

**Supplementary Fig. 4** Long-term prognosis of calvarial suture-bony composite defects without scaffold implantation. **a** Representative  $\mu$ CT image and cross-sectional view of suture-bony composite defect without scaffold implantation 6 months postoperatively. The cross-section depicts the location indicated by the white dashed line in the 3D image. The white solid triangle indicates the location of the fused coronal suture. **b** H&E staining of (**a**). The high-magnification image demonstrating the fused coronal suture is from the selected region (black box) in the low-magnification image.

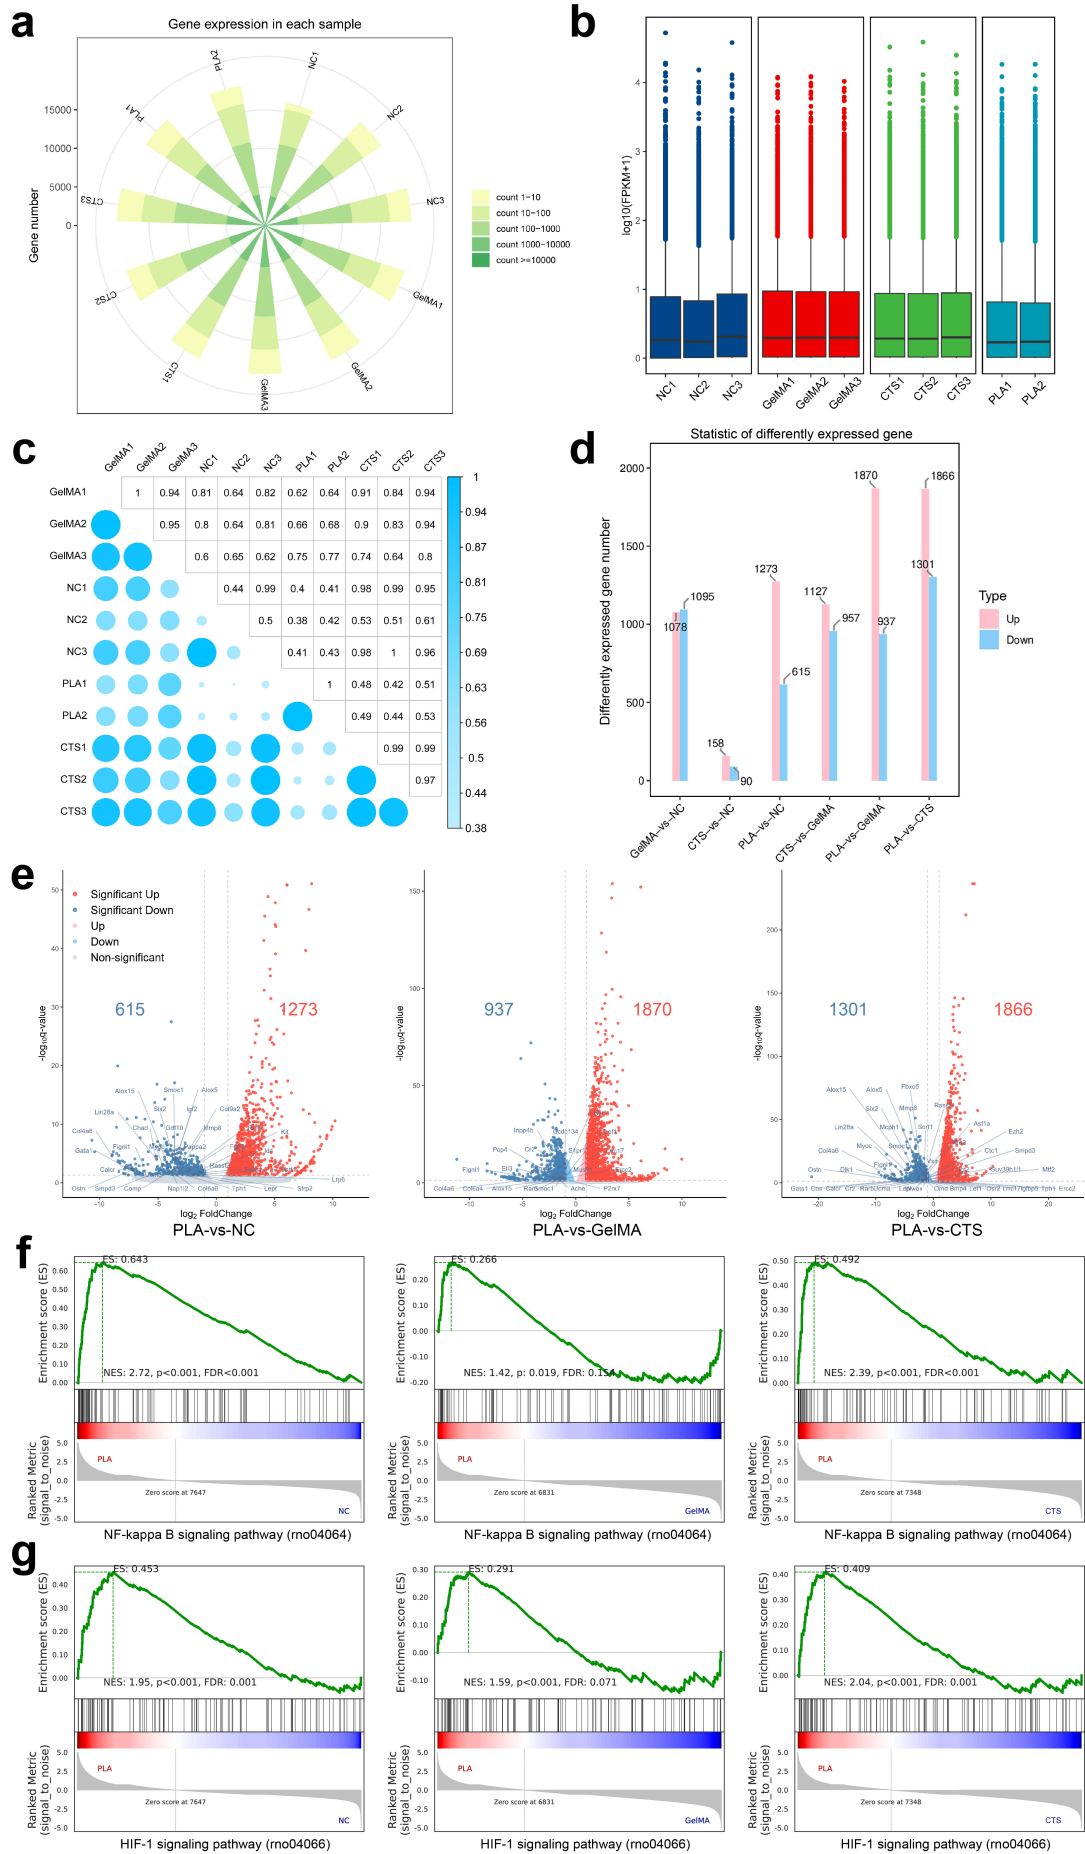

**Supplementary Fig. 5** Supplemental information on RNA-seq. **a** Radial bar chart displaying gene expression in each sample. **b** Boxplot of FPKM distribution among samples. **c** Sample correlation heatmap. **d** Bar chart showing numbers of upregulated and downregulated differentially expressed genes (DEGs) in the six comparison groups (GelMA-vs-NC, CTS-vs-NC, PLA-vs-NC, CTS-vs-GelMA, PLA-vs-GelMA, and PLA-vs-CTS). **e** Volcano plot illustrating the DEGs in PLA compared with NC, GelMA, and CTS. The downregulated DEGs associated with ossification are labeled. **(e)** is related to Fig. 4a, b. **f, g** GESA analysis demonstrating activated NF- $\kappa$ B (**f**) and HIF-1 (**g**) signaling pathways by PLA.

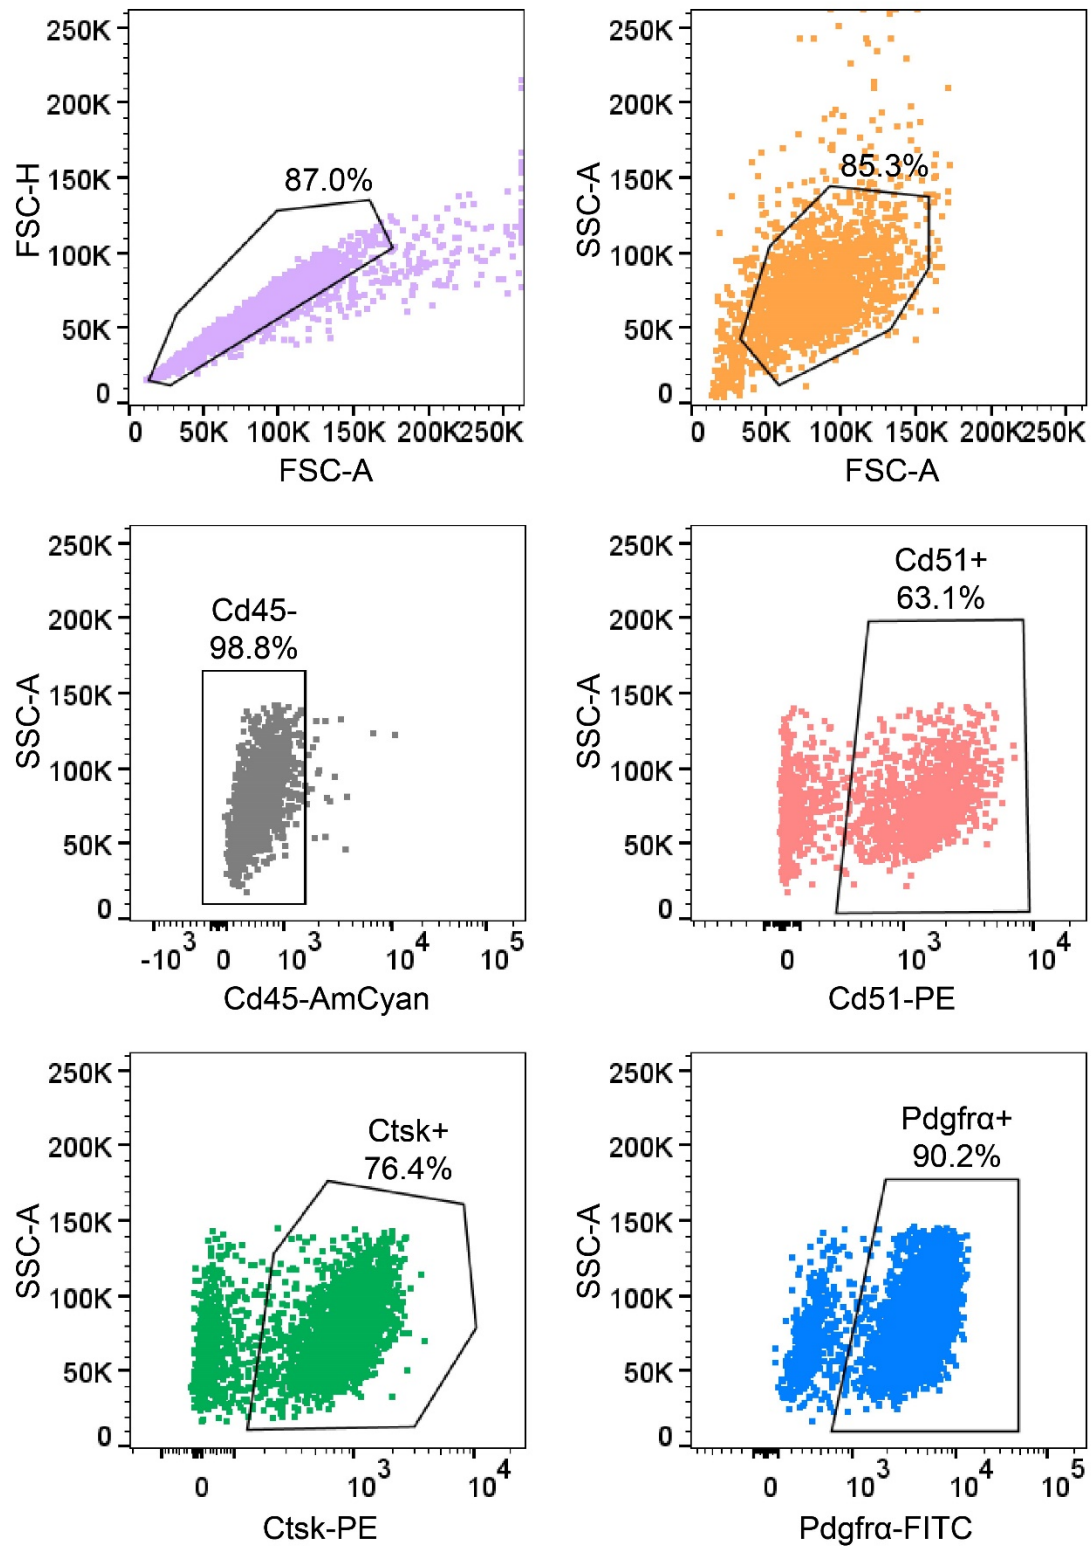

**Supplementary Fig. 6** Gating strategy for FCM analysis related to Figure 7i.

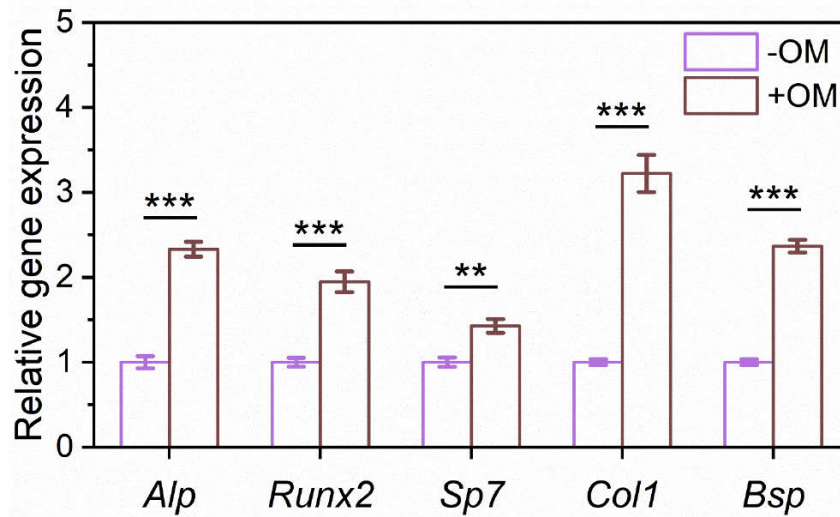

**Supplementary Fig. 7** MSC were cultured in osteogenic medium (OM) for 5 days to obtain OB. RT-qPCR detecting osteogenic gene expressions in MSC with (+OM) or without (-OM) osteogenic induction. Each sample was examined in triplicate. *Gapdh* was used as the internal control. Data are expressed as mean  $\pm$  SD. \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ .

79 **Supplemental Tables**80 **Supplementary Table 1 Specific primers of osteogenic-related genes in Rats**

| Gene name    |         | Sequence                |
|--------------|---------|-------------------------|
| <i>Gapdh</i> | Forward | GCATCTTCTTGTGCAGTGCC    |
|              | Reverse | GATGGTGATGGGTTTCCCGT    |
| <i>Alp</i>   | Forward | TGCCTACTTGTGTGGCGTGAA   |
|              | Reverse | TCACCCGAGTGGTAGTCACAATG |
| <i>Runx2</i> | Forward | ATGCTTCATTTCGCCTCACAAA  |
|              | Reverse | GCACTCACTGACTCGGTTGG    |
| <i>Sp7</i>   | Forward | GCCAGTAATCTTCGTGCCAG    |
|              | Reverse | GGACTGGAGCCATAGTGAGC    |
| <i>Coll</i>  | Forward | GGATCGACCCTAACCAAGGC    |
|              | Reverse | GATCGGAACCTTCGCTTCCA    |
| <i>Bsp</i>   | Forward | CAGGACTGCCGAAGGAAGAAA   |
|              | Reverse | TCGAGAAAGCACTCGCCATC    |
| <i>Mepe</i>  | Forward | TGTCTGTTGGACTGTTTCCT    |
|              | Reverse | CCATCTTCATTCAGCTTTGG    |
| <i>Phex</i>  | Forward | AAACCCGCAAGTATTTAGCA    |
|              | Reverse | TTGGGTTTGTAACCACTCTG    |

81

82 **Supplementary Table 2 Antibodies in this study**

| <b>Antibody</b>                                     | <b>brand</b> | <b>Cat no.</b> | <b>Use</b> | <b>Condition</b> |
|-----------------------------------------------------|--------------|----------------|------------|------------------|
| CD200 (E519V) XP® Rabbit mAb                        | Cell         | Cat#23451      | IF         | 1:100            |
|                                                     | Signaling    |                |            |                  |
| Integrin $\alpha$ V/ITGAV/CD51                      | Santa Cruz   | Cat#sc-376156  | IF         | 1:40             |
| Antibody (H-2)                                      |              |                |            |                  |
| Human Osterix/Sp7 MAb (Clone 764704)                | R&D          | Cat#MAB7547    | IF         | 1:75             |
| Rabbit polyclonal to Ki67                           | Abcam        | Cat#ab15580    | IF         | 1:200            |
|                                                     |              | Cat#ab19027    | IF         | 1:100            |
| Rabbit polyclonal anti-Cathepsin K                  | Abcam        |                | FCM        | 1:75             |
| CD45 (clone 30-F11) Brilliant Violet 510™           | BioLegend    | Cat#103138     | FCM        | 1:50             |
| Rabbit monoclonal to Integrin $\alpha$ V            | Abcam        | ab179475       | FCM        | 1:100            |
| PDGF Receptor $\alpha$ /PDGFRA                      | Santa Cruz   | Cat#sc-398206  | FCM        | 1:20             |
| Antibody (C-9)                                      |              |                |            |                  |
| Alexa Fluor® 488 Anti-S100A4 antibody [EPR2761(2)]  | Abcam        | Cat#ab196380   | IF         | 1:150            |
| Goat anti-Rabbit IgG-H&L (Alexa Fluor® 488)         | Abcam        | Cat#ab150077   | IF         | 1:200            |
| Alexa Fluor 555-labeled Donkey Anti-Rabbit IgG(H+L) | Beyotime     | Cat#A0453      | IF         | 1:200            |
| Goat anti-mouse IgG-H&L (Alexa Fluor® 488)          | Abcam        | Cat#ab150113   | IF         | 1:200            |
|                                                     |              |                | FCM        | 1:2000           |
| Goat anti-Rabbit IgG-H&L (Alexa Fluor® 594)         | Abcam        | Cat#ab150080   | FCM        | 1:2000           |

83

84 **Supplementary Table 3 Key resources table**

| Reagent or Resource                                    | Source            | Identifier    |
|--------------------------------------------------------|-------------------|---------------|
| Gelatin from porcine skin                              | Sigma-Aldrich     | Cat#V900863   |
| Methacrylic anhydride                                  | Aladdin           | Cat#M102519   |
| Lithium phenyl-2,4,6-trimethylbenzoylphosphinate (LAP) | Sigma-Aldrich     | Cat#900889    |
| Chitosan                                               | Aladdin           | Cat#C105802   |
| Sodium tripolyphosphate                                | Aladdin           | Cat#S100099   |
| Acetic acid                                            | Aladdin           | Cat#A298827   |
| N, N-Dimethylformamide                                 | Aladdin           | Cat#D111999   |
| Dichloromethane                                        | Aladdin           | Cat#D433567   |
| 4% paraformaldehyde                                    | Biosharp          | Cat#BL539A    |
| Hematoxylin and Eosin (H&E) staining kit               | Biosharp          | Cat#BL700B    |
| Masson's trichrome staining kit                        | Solarbio          | Cat#G1340     |
| Triton X-100                                           | Thermo Scientific | Cat#85111     |
| Albumin Bovine (BSA)                                   | BioFroxx          | Cat#4240GR100 |
| Alpha-modified Eagle's medium ( $\alpha$ MEM)          | HyClone           | Cat#SH30265   |
| Fetal bovine serum (FBS)                               | Gibco             | Cat#10091155  |
| Penicillin-streptomycin                                | Gibco             | Cat#15140122  |
| $\beta$ -glycerophosphate                              | Sigma-Aldrich     | Cat#G9422     |
| L-ascorbic acid                                        | Sigma-Aldrich     | Cat#A4403     |
| Dexamethasone                                          | Sigma-Aldrich     | Cat#D4902     |
| Cell counting kit-8 (CCK-8)                            | KeyGEN            | Cat#KGA317    |
|                                                        | BioTECH           |               |
| Annexin V-PE/7-AAD Apoptosis Detection Kit             | KeyGEN            | Cat#KGA1015-  |
|                                                        | BioTECH           | KGA1018       |
| HiScript III RT SuperMix for qPCR (+gDNA wiper)        | Vazyme            | Cat#R323-01   |
| ChamQ Universal SYBR qPCR Master Mix                   | Vazyme            | Cat#Q511-0    |

---

|                                          |                  |               |
|------------------------------------------|------------------|---------------|
| TRIzol™                                  | Invitrogen       | Cat#15596026  |
| Collagenase, Type 1                      | BioFroxx         | Cat#1904MG100 |
| Ethylene Diamine Tetraacetic Acid (EDTA) | BioFroxx         | Cat#1340GR500 |
| Red Cell Lysis Buffer                    | Solarbio         | Cat#R1010     |
| BD Cytotfix/Cytoperm™                    | Becton Dickinson | Cat#554722    |
|                                          | (BD)             |               |

---

85

How the deposited data were processed for this re-analysis (not part of the article)

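The RNA-seq series holds 11 libraries of Cd45- cells sorted from digested rat tissue of suture-bony defects, 6 weeks after surgery. NC, GelMA and CTS have 3 libraries each and PLA has 2. All 11 columns were mapped to a group and replicate by their labels, and 0 were left unmapped.

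The authors' notes name fastp for trimming, HISAT2 for alignment to mRatBN7.2, HTSeq for counting and DESeq for differential expression, without versions or parameters. The paper's text names no tool or threshold for differentially expressed genes, and Fig. 3b prints an adjusted p under 0.05 and a log2 fold change beyond 1. The count and FPKM tables hold the same 23781 genes. FPKM equals count divided by gene length and library total within a relative tolerance of 0.001 in all 205408 values above 0, so it carries no composition factor. Of the gene names, 20553 were found as symbols in the reference gene table, 6673 are LOC names and 448 are RGD names. The tables give neither positions nor transcript isoforms.

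Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its minimum count of 10, leaving 18049 genes. TMM factors scaled the libraries, and a robust quasi-likelihood model was fitted to all 4 groups with group as its only term. The 6 pairwise comparisons were tested, with Benjamini-Hochberg adjustment over all genes tested in a comparison. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Levels are CPM after TMM or the authors' FPKM, as mean and SD per group.

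A group with 0 counts of a gene was given a floor of 3 counts over the group, and the fold was then reported as a bound. Genes with 1 to 3 counts in a group were reported as a ratio with its exact 95% counting interval. Floors and intervals cover counting error alone.

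In advance, 29 gene lists were fixed, covering cytokines, chemokines, their receptors, NF-κB and HIF-1 signaling, skeletal lineages, suture signaling, other cell types the tissue could hold, cell cycle, handling stress and interferon response. They stand in for the GO and KEGG sets of the paper, which were not analysed here. Each was tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01, two-sided, adjusted over the 29 lists within a comparison, and also with an estimated correlation and with fgsea 1.28.0. The rule for naming genes was fixed at the same time. It took every gene of the paper's figures and text for these libraries. It also took the 8 largest rises and falls in each PLA comparison, and the 3 largest in each of the others, among called genes with an average log2 CPM of at least 3 and libraries that do not overlap. From each list it took up to 2 members per direction, and Ptprc in every library. Genes read from figures had been seen.

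The alternatives were RLE size factors, library size alone, no filter, no fold threshold, an adjusted p under 0.01, edgeR on the 2 groups compared, DESeq2 1.42.0 on all 4 or on the 2 groups compared, limma on log2 FPKM with a pseudocount of 1 or 0.1 and with or without a filter at FPKM 1 in 2 libraries, the replicate number as a block, and leaving out each library. The shared calls of the 3 PLA comparisons were set against 20 simulations without an effect. Separation of the groups was tested with 100000 permutations of the labels.

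The steps were tested on data simulated from these libraries for PLA against NC, with 200 changed genes among 18049. At the spread of the real libraries, edgeR recovered 2% of 2-fold and 42% of 4-fold changes with 1 false call among 45. DESeq2 on all 4 groups recovered 19% and 78% with 45 false calls among 142, and DESeq2 on 2 groups recovered 20% and 79% with 85 false calls among 184. Limma on log2 FPKM recovered 2% and 43% with 1 false call among 46. With a low spread, edgeR recovered 55% and 100%. Camera and fgsea each gave 1 of 50 random lists an unadjusted p under 0.05. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9, and correlations were tested by permutation in R.

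Imaging, RT-qPCR and flow cytometry of the paper were not analysed here, since the series holds RNA-seq alone. Reads were not analysed here, so splice forms, variants and alignment rates were left out.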

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

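The tests on leukocytes, osteoblast cells, granulocytes and macrophages, and the count of cytokines called under both scalings, were chosen after the results were seen, while the number of cytokines called with library size and the other splits of the libraries were set before.

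Leukocyte transcripts were present in every library of Cd45- cells, a signal in genes that the paper does not report. Ptprc, the gene of Cd45 that the sort gates against, had at least 7446 counts in any library. Transcription of Ptprc in mesenchymal cells alone was argued against by the other 15 leukocyte genes, whose median was at least 93.0 CPM in every library. Across the 11 libraries the mean of the leukocyte list had a Pearson r of −0.95 with the mean of the fibroblast list (Spearman rho −0.81, permutation p = 0.00027 and 0.00389, adjusted p = 0.000539 over 13 relations), or −0.67 without NC replicates 1 and 2, whose fibroblast means lie farthest from the median. This is consistent with leukocytes and mesenchymal cells sharing each library in varying parts, although a fixed total also pushes such means apart, and whether the cells, their free RNA or the gate is the source stays open.

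The 6 sclerotization genes of Fig. 4b were lower in PLA than in NC, with a median log2 fold change of −3.89. A smaller share of the osteoblast lineage was argued against as the whole cause by the osteoblast list, whose median was −0.73 (SD 2.24 across 31 genes), or 0.49 without NC replicate 2, where the 6 genes had −4.27. As deviations from group means, the 6 genes had a median Pearson r of 0.609 with the neutrophil mean across the 11 libraries, or 0.488 without NC replicates 1 and 2, with single genes from −0.953 for Col4a6 to 0.964 for Alox5. Fignl1 had 0.857 with the neutrophil mean and −0.891 with the fibroblast mean, so such relations are not specific to granulocytes. Fewer granulocytes in PLA and an effect of the scaffold on mesenchymal cells could both underlie the falls, and these values leave both open.

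Cytokine genes were higher in PLA than in NC and CTS, and than in GelMA with the preset correlation alone (adjusted p = 0.122 with an estimated correlation). With library size as the scaling, 18 of the 19 cytokines called higher than in NC, 10 of the 14 against GelMA and 18 of the 18 against CTS were called again, which argues against composition scaling as the whole cause. A larger share of leukocytes of all kinds would raise the genes of the leukocyte list about as much as the cytokines. The list had medians of −0.06 (−0.0588), −0.26 (−0.259) and −0.36 (−0.365) against NC, GelMA and CTS (SD 2.19, 2.00 and 1.90). Of its 16 genes, 2, 1 and 0 reached the cytokine medians of 1.49, 0.72 and 1.65. Without NC replicate 2, 0 of 16 reached 2.38 against NC. A first test, against the SD of the list, left the question open, and the count of genes was taken after that. The genes move together (estimated correlation 0.92 in each comparison), so the count does not rest on independent genes. The median of the list did not rise with the cytokines, but a larger share as the whole cause stays open. More macrophages could account for part of the cytokine rise against NC and CTS, where the monocyte and macrophage list was higher, in 2 of 3 comparisons. The call against CTS was lost at adjusted p = 0.232 with an estimated correlation. Against GelMA that list was not higher by camera (2 members higher, 2 lower, median −0.36, adjusted p = 0.681). The list of phagocytes of foreign material was higher there by camera (5 members higher, 0 lower, adjusted p = 2.39e-05, or 0.314 with an estimated correlation). A part played by such cells against GelMA therefore stays open. An activated state of the myeloid cells under PLA stays open and was not tested, since bulk libraries do not show which cells express a gene.

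Monocyte and macrophage genes, which the paper does not analyse, had 10 members higher in PLA than in NC.

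For GelMA against NC, CTS against NC and CTS against GelMA, 3 libraries against 3 allow 10 splits, too few for a share under 0.05. The real split was the 1 that called any gene, with 908 higher and 580 lower, 28 and 4, and 75 and 239 genes, and the highest count of any other split was 0 in each by edgeR. At an unadjusted p under 0.05, the other splits reached 2391, 3232 and 472 genes, against 5063, 2149 and 3143 for the real ones.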

How the results depend on the processing

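No alternative was added after the data were examined. No value with a call, in either fit, changed its sign under any alternative run. Values without a call did: Ctsk, at −0.61 against NC and 0.20 against CTS, had 0.65 against NC without NC replicate 2 and −0.07 against CTS without CTS replicate 1. With library size as the scaling, the called genes in each PLA comparison were more often lower than higher. This also held in each of them for limma on log2(FPKM + 0.1), and against GelMA and CTS for limma on log2(FPKM + 1) with or without a filter. The tests of NF-κB, HIF-1, cytokines against NC and CTS, receptors against NC and CTS, and the 3 comparisons of Itgav kept their side of the threshold under every alternative run, leaving out any library included. Among values of single genes, 8800 stayed on their side of the threshold, 1660 lost their call and 157 gained it. Of the lost calls, 974 came from leaving out 1 library. The cause of a change was not tested. The list tests were not run on limma or DESeq2 fits.

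With edgeR on the 2 groups compared the values became 593 higher and 31 lower in PLA-vs-NC, 1665 higher and 825 lower in PLA-vs-GelMA, 1121 lower in PLA-vs-CTS, 483 higher and 162 lower in GelMA-vs-NC, 0 higher and 0 lower in CTS-vs-NC, 795 higher and 744 lower in CTS-vs-GelMA, 393 shared higher, 11 shared lower, 0 genes of Fig. 4b lower in all 3 comparisons and adjusted p = 0.0462 for chemokines in PLA-vs-GelMA. Under limma on log2(FPKM + 1) they were 917 higher in PLA-vs-NC, 440 higher and 1435 lower in PLA-vs-GelMA, 625 higher and 1473 lower in PLA-vs-CTS, 201 lower in GelMA-vs-NC, 7 lower in CTS-vs-NC, 46 higher and 392 lower in CTS-vs-GelMA, 349 shared higher, 151 shared lower and a log2 fold change of 0.75 for Cd200 in PLA-vs-GelMA. For limma on log2(FPKM + 1) without a filter the values were 806 higher and 465 lower in PLA-vs-NC, 369 higher and 1275 lower in PLA-vs-GelMA, 564 higher and 1183 lower in PLA-vs-CTS, 125 lower in GelMA-vs-NC, 2 higher and 0 lower in CTS-vs-NC, 22 higher in CTS-vs-GelMA, 306 shared higher, 106 shared lower and a log2 fold change of 0.75 for Cd200 in PLA-vs-GelMA. Taking an adjusted p under 0.01 gave 908 higher and 148 lower in PLA-vs-NC, 423 higher and 38 lower in PLA-vs-GelMA, 703 higher and 142 lower in PLA-vs-CTS, 443 higher and 101 lower in GelMA-vs-NC, 0 higher and 0 lower in CTS-vs-NC, 7 higher and 28 lower in CTS-vs-GelMA, 348 shared higher, 4 shared lower, 0 genes of Fig. 4b lower in all 3 comparisons and a log2 fold change of 1.30 for Cd200 in PLA-vs-GelMA. With library size as the scaling the values became 1531 lower in PLA-vs-NC, 438 higher and 2312 lower in PLA-vs-GelMA, 688 higher and 2227 lower in PLA-vs-CTS, 78 higher and 7 lower in CTS-vs-NC, 39 higher in CTS-vs-GelMA, 309 shared higher, 534 shared lower, 4 genes of Fig. 4b lower in all 3 comparisons, a log2 fold change of 0.77 for Cd200 in PLA-vs-GelMA and adjusted p = 0.0334 for chemokines in PLA-vs-GelMA. Under the replicate number as a block they were 457 lower in PLA-vs-NC, 110 lower in PLA-vs-GelMA, 331 lower in GelMA-vs-NC, 0 higher and 0 lower in CTS-vs-NC, 29 higher and 142 lower in CTS-vs-GelMA, 22 shared lower and 0 genes of Fig. 4b lower in all 3 comparisons. For DESeq2 on all 4 groups the values were 1404 lower in PLA-vs-NC, 1305 higher and 545 lower in PLA-vs-GelMA, 1070 lower in PLA-vs-CTS, 1515 lower in GelMA-vs-NC, 363 higher and 211 lower in CTS-vs-NC, 588 higher and 625 lower in CTS-vs-GelMA, 181 shared lower and 3 genes of Fig. 4b lower in all 3 comparisons. Taking limma on log2(FPKM + 0.1) gave 1158 lower in PLA-vs-NC, 449 higher and 2380 lower in PLA-vs-GelMA, 671 higher and 2180 lower in PLA-vs-CTS, 279 lower in GelMA-vs-NC, 67 higher and 7 lower in CTS-vs-NC, 41 higher in CTS-vs-GelMA, 340 shared higher, 452 shared lower and a log2 fold change of 0.78 for Cd200 in PLA-vs-GelMA. With DESeq2 on the 2 groups compared the values became 1892 higher and 947 lower in PLA-vs-GelMA, 1899 higher and 1330 lower in PLA-vs-CTS, 1136 lower in GelMA-vs-NC, 158 higher and 85 lower in CTS-vs-NC, 1148 higher and 966 lower in CTS-vs-GelMA, 154 shared lower and 6 genes of Fig. 4b lower in all 3 comparisons. Under no fold threshold they were 576 lower in PLA-vs-GelMA, 1058 lower in PLA-vs-CTS and 135 shared lower. For RLE size factors the values were 8 higher and 1 lower in CTS-vs-NC. Taking no filter on low counts gave 54 higher and 10 lower in CTS-vs-NC. With an estimated correlation in camera the values became adjusted p = 0.131 for chemokines in PLA-vs-NC, adjusted p = 0.122 for cytokines in PLA-vs-GelMA, adjusted p = 0.314 for cytokine and chemokine receptors in PLA-vs-GelMA, adjusted p = 0.456 for osteoblast and bone matrix in PLA-vs-GelMA and adjusted p = 0.321 for chemokines in PLA-vs-CTS. Under fgsea they were adjusted p = 0.0170 for chemokines in PLA-vs-GelMA.

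Leaving out 1 library at a time gave ranges of 878 to 2045 for PLA-vs-NC higher, 142 to 1356 for PLA-vs-NC lower, 366 to 1288 for PLA-vs-GelMA higher, 38 to 624 for PLA-vs-GelMA lower, 642 to 1588 for PLA-vs-CTS higher, 95 to 1111 for PLA-vs-CTS lower and 470 to 1298 for GelMA-vs-NC higher. Further ranges were 129 to 1200 for GelMA-vs-NC lower, 0 to 129 for CTS-vs-NC higher, 0 to 39 for CTS-vs-NC lower, 2 to 671 for CTS-vs-GelMA higher, 1 to 604 for CTS-vs-GelMA lower, 295 to 792 for shared higher and 10 to 234 for shared lower. The remaining ranges were 10 to 18 for Fig. 3e shared higher, 15 to 26 for Fig. 3g shared higher, 0 to 3 for Fig. 4b shared lower, 1.14 to 1.48 for Cd200 PLA-vs-GelMA, 1.42 to 2.13 for Cd200 PLA-vs-CTS, 0.0309 to 0.504 for chemokines, PLA-vs-GelMA and 0.0225 to 0.0628 for osteoblast and bone matrix, PLA-vs-GelMA.

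Replicate numbers were not a design factor that the paper states. With group means removed, libraries of the same number had a median correlation of 0.00950 over 15 pairs, 1 of them above 0.1, and 5 of 11 libraries had their best match in another group under their own number, so the numbers were not used as pairs.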

Differences from the paper's values

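All alternatives named here were set before the data were examined, and no setting was chosen because it came closer to the paper. The thresholds are those printed in Fig. 3b, and the paper's text names no tool.

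In PLA-vs-GelMA, 832 genes were higher, against the paper's 1870. The alternatives without NC replicate 2 (1288), edgeR on the 2 groups compared (1665), DESeq2 on all 4 groups (1305) and DESeq2 on the 2 groups compared (1892) came within 1.5 times of it and the others did not. In PLA-vs-CTS, 1158 genes were higher, against the paper's 1866. The alternatives without NC replicate 1 (1419), without NC replicate 2 (1588), edgeR on the 2 groups compared (1546), DESeq2 on all 4 groups (1605), DESeq2 on the 2 groups compared (1899) and no fold threshold (1464) came within 1.5 times of it and the others did not. In PLA-vs-GelMA, 266 genes were lower, against about 940 in the paper's Fig. S5d, read by eye. The alternatives edgeR on the 2 groups compared (825), DESeq2 on the 2 groups compared (947) and limma on log2(FPKM + 1) without a filter (1275) came within 1.5 times of it and the others did not. In PLA-vs-CTS, 637 genes were lower, against about 1300 in the paper's Fig. S5d, read by eye. The alternatives without NC replicate 2 (1111), edgeR on the 2 groups compared (1121), DESeq2 on all 4 groups (1070), DESeq2 on the 2 groups compared (1330), limma on log2(FPKM + 1) (1473), limma on log2(FPKM + 1) without a filter (1183) and no fold threshold (1058) came within 1.5 times of it and the others did not. In GelMA-vs-NC, 580 genes were lower, against about 1100 in the paper's Fig. S5d, read by eye. The alternatives without NC replicate 1 (1075), without NC replicate 2 (1200), DESeq2 on all 4 groups (1515) and DESeq2 on the 2 groups compared (1136) came within 1.5 times of it and the others did not. In CTS-vs-NC, 28 genes were higher, against about 160 in the paper's Fig. S5d, read by eye. The alternatives without NC replicate 2 (109), without CTS replicate 2 (129) and DESeq2 on the 2 groups compared (158) came within 1.5 times of it and the others did not. In CTS-vs-NC, 4 genes were lower, against about 90 in the paper's Fig. S5d, read by eye. The alternative DESeq2 on the 2 groups compared (85) came within 1.5 times of it and the others did not. In CTS-vs-GelMA, 75 genes were higher, against about 1100 in the paper's Fig. S5d, read by eye. The alternatives edgeR on the 2 groups compared (795) and DESeq2 on the 2 groups compared (1148) came within 1.5 times of it and the others did not. In CTS-vs-GelMA, 239 genes were lower, against about 960 in the paper's Fig. S5d, read by eye. The alternatives edgeR on the 2 groups compared (744) and DESeq2 on the 2 groups compared (966) came within 1.5 times of it and the others did not. Of the genes in Fig. 4b, 1 was lower in all 3 comparisons, against the paper's 6. The alternatives library size as the scaling (4) and DESeq2 on the 2 groups compared (6) came within 1.5 times of it and the others did not.

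The FPKM correlations printed in Fig. S5 were matched by 9 of 9 recomputed values at 2 decimals, and the numbers of genes higher in PLA-vs-NC and GelMA-vs-NC and lower in PLA-vs-NC lay within the limit. For Fig. 3e and 3g the paper states more genes higher in all 3 comparisons than the 16 and 23 found here, and DESeq2 on the 2 groups compared called all 19 and 28.

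The paper states that variation within groups was minimal, while NC replicate 2 had Pearson r of FPKM of 0.442 and 0.500 with the other NC libraries. On log2(FPKM + 1) these values were 0.906 and 0.946, against 0.977 between NC replicates 1 and 3. The paper names Cd200, Itgav, Cd44, Eng and Thy1 among the genes higher in PLA. Here Eng and Thy1 passed in none of the 3 comparisons, with log2 fold changes from 1.09 to 1.56 and from 1.26 to 1.39, and Cd44 stayed under the fold threshold against GelMA at 0.92, passing with no fold threshold. Cd44 was called against NC and CTS, calls that ended under 5 and 12 of the alternatives. Eng was called against GelMA and CTS by edgeR on the 2 groups compared and by both fits of DESeq2, in all 3 comparisons without NC replicate 2, and against GelMA without NC replicate 1. Thy1 was called against NC by DESeq2 on all 4 groups, limma on log2(FPKM + 1) and limma on log2(FPKM + 0.1), against GelMA and CTS with RLE size factors, edgeR on the 2 groups compared and both fits of DESeq2, in all 3 comparisons without NC replicate 2, and against GelMA and CTS without NC replicate 1. Itgav and Cd200 passed in all 3 comparisons. For Cd200 against GelMA the call ended under 12 of the alternatives.

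The paper states that ossification genes were lower in PLA. Of 30 genes labeled in its Fig. S5e, which the study chose on these libraries, 20 were lower than in NC, 10 lower than in CTS and 1 lower than in GelMA, and 0 were higher. Of 31 genes of a list of osteoblast and bone matrix genes fixed in advance, 3 were higher and 1 lower than in NC, and 1 was higher and 0 lower than in GelMA and in CTS. The paper states that Ctsk did not increase, and here it was called in no PLA comparison. The paper reports broad Ki67 staining in PLA defects, while Mki67, its gene, was lower here in PLA than in NC and CTS. Both calls of Mki67 ended without either PLA library, and the staining was not analysed here.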

Other observations

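Beyond the lists, the genes named here were chosen by a rule set with the lists in advance, and no test in this part was chosen after its result was seen.

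Of 15 eosinophil, basophil and mast cell genes, 0 were higher and 12 lower in PLA than in NC (1 and 14 when adjusted over the list alone), 0 higher and 1 lower than in GelMA (0 and 1), and 0 higher and 10 lower than in CTS (1 and 11). The list had adjusted p = 5.94e-12, 0.0396 and 1.18e-11 by camera, or 0.0174, 0.456 and 0.0277 with an estimated correlation.

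Proliferation genes were lower than in NC as well. Of 23 cell cycle genes, 15 were lower than in NC (21 when adjusted over the list alone), at adjusted p = 1.39e-09 by camera or 0.359 with an estimated correlation. Mki67 fell by 2.27 on the log2 scale, a call lost without PLA replicate 1 (adjusted p = 0.0953) or PLA replicate 2 (0.125). Interferon response genes had 10 members higher than in NC (14 when adjusted over the list alone), among them Ifit3 with 5.07 and Isg15 with 5.06, antiviral effectors (adjusted p = 0.00545 and 0.00767), and 0 higher than in GelMA or CTS. The list had adjusted p = 7.95e-08, 0.0677 and 0.209 by camera, or 0.355, 0.766 and 0.792 with an estimated correlation.

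T and NK cell genes had 13 higher and 1 lower against NC, 0 higher and 4 lower against GelMA and 3 higher and 0 lower against CTS, with adjusted p = 1.39e-09, 0.000117 and 0.0236 by camera, or 0.131, 0.456 and 0.580 with an estimated correlation. B and plasma cell genes had 1 higher and 0 lower against NC, 0 higher and 7 lower against GelMA and 0 higher and 3 lower against CTS, with adjusted p = 0.815, 7.49e-08 and 0.00565 by camera, or 0.946, 0.122 and 0.321 with an estimated correlation. Dendritic cell genes had 5 higher and 0 lower against NC, 0 higher and 2 lower against GelMA and 2 higher and 0 lower against CTS, with adjusted p = 8e-06, 0.0221 and 0.131 by camera, or 0.131, 0.456 and 0.580 with an estimated correlation. Siglech, a receptor of plasmacytoid dendritic cells, had 4.61 against NC (adjusted p = 5.75e-05) and 2.66 against CTS (adjusted p = 0.000940).

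Monocyte and macrophage genes had 10 higher and 0 lower against NC, 2 higher and 2 lower against GelMA and 6 higher and 0 lower against CTS, with adjusted p = 6.06e-10, 0.681 and 0.000790 by camera, or 0.0257, 0.837 and 0.232 with an estimated correlation. Msr1, a scavenger receptor of macrophages, had 3.71 against NC and 2.71 against CTS (adjusted p = 0.000167 and 0.00107). Adgre1, the macrophage marker F4/80, had 2.80 against NC and −1.59 against GelMA, the latter call being lost without PLA replicate 1 (adjusted p = 0.0540). Genes of phagocytes of foreign material had 9 higher and 0 lower against NC, 5 higher and 0 lower against GelMA and 7 higher and 1 lower against CTS, with adjusted p = 2.32e-08, 2.39e-05 and 1.56e-05 by camera, or 0.131, 0.314 and 0.232 with an estimated correlation. Neutrophil genes had adjusted p = 0.0261, 0.0396 and 0.0119 by camera, or 0.689, 0.766 and 0.679 with an estimated correlation. Osteoclast genes had adjusted p = 0.000224, 0.00406 and 0.0149 by camera, or 0.131, 0.340 and 0.321 with an estimated correlation.

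Endothelial genes had 3 higher and 0 lower against NC, 4 higher and 0 lower against GelMA and 0 higher and 0 lower against CTS, with adjusted p = 0.0445, 5.46e-05 and 0.163 by camera, or 0.675, 0.456 and 0.771 with an estimated correlation. Pericyte and smooth muscle genes had 4 higher and 0 lower against NC, 2 higher and 0 lower against GelMA and 2 higher and 0 lower against CTS, with adjusted p = 0.00815, 0.00112 and 0.00142 by camera, or 0.526, 0.456 and 0.484 with an estimated correlation. Fibroblast genes had 1 higher and 0 lower against NC, 3 higher and 0 lower against GelMA and 2 higher and 0 lower against CTS, with adjusted p = 0.410, 0.0342 and 0.258 by camera, or 0.946, 0.766 and 0.816 with an estimated correlation. Suture signaling genes had 4 higher and 2 lower against NC, 3 higher and 1 lower against GelMA and 2 higher and 0 lower against CTS, with adjusted p = 0.944, 0.0941 and 0.0450 by camera, the last 0.484 with an estimated correlation.

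Cartilage genes had 0 higher and 0 lower against GelMA and 0 higher and 0 lower against CTS. Leukocyte genes had 2 higher and 0 lower against NC, 0 higher and 0 lower against GelMA and 1 higher and 0 lower against CTS, with adjusted p = 0.911, 0.647 and 0.442 by camera. Erythroid genes had 0 higher and 3 lower against NC, 0 higher and 1 lower against GelMA and 0 higher and 1 lower against CTS, with adjusted p = 0.000835, 0.00753 and 0.0142 by camera, or 0.371, 0.456 and 0.538 with an estimated correlation. Megakaryocyte and platelet genes had 2 higher and 0 lower against NC, 1 higher and 0 lower against GelMA and 2 higher and 0 lower against CTS, skeletal muscle genes 1 higher and 0 lower against NC, 0 higher and 0 lower against GelMA and 0 higher and 0 lower against CTS, neuron and glia genes 0 higher and 1 lower against NC, 0 higher and 0 lower against GelMA and 0 higher and 0 lower against CTS, and epidermis genes 1 higher and 0 lower against NC, 0 higher and 0 lower against GelMA and 0 higher and 0 lower against CTS.

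Between CTS and NC, the largest rises were Spp1 at 4.48, Slamf9, a receptor of myeloid cells, at 4.37 and Mx1, an interferon-induced GTPase, at 4.33. Cilp, a cartilage matrix protein, had −2.57, Sfrp2, a Wnt antagonist, −2.50 and Tgfb3, a growth factor, −1.59. Their adjusted p were 0.0422 to 0.0474, and each lost its call in 12 to 14 of the alternatives run, with adjusted p of up to 0.471.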
